# Global Transcriptional Profiling of the Cyanobacterium *Chlorogloeopsis fritschii* PCC 9212 in Far-Red Light: Insights Into the Regulation of Chlorophyll *d* Synthesis

**DOI:** 10.3389/fmicb.2019.00465

**Published:** 2019-03-13

**Authors:** Ming-Yang Ho, Donald A. Bryant

**Keywords:** far-red light photoacclimation, photosystem I, photosystem II, phycobilisome, photosynthesis, erythromycin, transcription profiling, RNAseq

## Abstract

Some terrestrial cyanobacteria can acclimate to and then utilize far-red light (FRL; λ = 700–800 nm) to perform oxygenic photosynthesis through a process called Far-Red Light Photoacclimation (FaRLiP). During FaRLiP, cells synthesize chlorophylls (Chl) *d* and Chl *f* and extensively remodel their photosynthetic apparatus by modifying core subunits of photosystem (PS)I, PSII, and the phycobilisome (PBS). Three regulatory proteins, RfpA, RfpB, and RfpC, are encoded in the FaRLiP gene cluster; they sense FRL and control the synthesis of Chl *f* and expression of the FaRLiP gene cluster. It was previously uncertain if Chl *d* synthesis and other physiological and metabolic changes to FRL are regulated by RfpABC. In this study we show that Chl *d* synthesis is regulated by RfpABC; however, most other transcriptional changes leading to the FRL physiological state are not regulated by RfpABC. Surprisingly, we show that erythromycin induces Chl *d* synthesis *in vivo*. Transcriptomic and pigment analyses indicate that thiol compounds and/or cysteine proteases could be involved in Chl *d* synthesis in FRL. We conclude that the protein(s) responsible for Chl *d* synthesis is/are probably encoded within the FaRLiP gene cluster. Transcriptional responses to FRL help cells to conserve and produce energy and reducing power to overcome implicit light limitation of photosynthesis during the initial acclimation process to FRL.

## Introduction

Photosynthetically active radiation for oxygenic photosynthesis by cyanobacteria was long-believed to be limited to visible light (λ = 400 to 700 nm). However, the discoveries of Chl *d* in *Acaryochloris marina*, Chl *f* in *Halomicronema hongdechloris*, and FaRLiP in terrestrial cyanobacteria have demonstrated that the wavelength range for oxygenic photosynthesis for some cyanobacteria actually extends well into the far-red/near infrared wavelength region of the solar spectrum (FRL; λ = 700 to ∼800 nm) (Miyashita et al., 1996; Chen et al., 2010; Chen, 2014; Gan et al., 2014; Miyashita et al., 2014; Allakhverdiev et al., 2016; Ho et al., 2017c; Nürnberg et al., 2018; Kurashov et al., 2019). FaRLiP is an acclimation response that allows some cyanobacteria to utilize FRL for photosynthesis and growth. This response includes the biosynthesis of both Chl *d* and Chl *f* (Gan et al., 2014, 2015), and it is accompanied by extensive remodeling of PSI, PSII, and the PBS (Airs et al., 2014; Gan et al., 2014, 2015; Gan and Bryant, 2015; Ho et al., 2016, 2017a,b,c; Bryant and Canniffe, 2018; Ho, 2018). More than 15 species, which are distributed throughout the full taxonomic diversity of cyanobacteria, contain the FaRLiP gene cluster, and FaRLiP has been experimentally demonstrated in a growing number of cyanobacteria (Airs et al., 2014; Gan et al., 2014, 2015; Miyashita et al., 2014; Behrendt et al., 2015; Hirose et al., 2016; Li et al., 2016; Ho et al., 2017b; Ohkubo and Miyashita, 2017; Averina et al., 2018; Gómez-Lojero et al., 2018). FaRLiP is especially important for terrestrial cyanobacteria because they frequently occur in niches where visible light is strongly filtered by Chl *a* or strongly scattered, leading to enrichment in wavelengths longer than 700 nm. These environments include shaded areas under plant canopies, soil crusts, microbial mats, dense algal blooms, caves, beach rocks and stromatolites (Chen et al., 2012; Behrendt et al., 2015; Gan and Bryant, 2015; Trampe and Kühl, 2016; Ohkubo and Miyashita, 2017).

Cyanobacteria that perform FaRLiP contain a conserved 20-gene cluster, which also includes three regulatory genes: *rfpA*, *rfpB*, and *rfpC* (Gan et al., 2014; Zhao et al., 2015; Ho et al., 2017a,c). RfpA is a knotless phytochrome with a histidine kinase domain that is sensitive to red light and FRL. RfpB is a response regulator and transcriptional activator with two CheY domains and a DNA binding domain. RfpC is a small response regulator with a CheY domain, which likely acts as a phosphate shuttle between RfpA and RfpB (Gan et al., 2014; Zhao et al., 2015). RfpA senses FRL and activates RfpC and RfpB sequentially, most likely through phosphorylation; RfpB then activates transcription of the FaRLiP gene cluster (for convenience, these three related proteins/genes will hereafter be referred to collectively as RfpABC/*rfpABC*) (Zhao et al., 2015; Ho et al., 2017a,c). Although it is not yet known whether phosphorylation or dephosphorylation activates the RfpABC regulatory cascade, the well-characterized mechanism in the case of plant phytochromes involves signaling to downstream response regulators through autophosphorylation and phosphotransfer (Rockwell et al., 2006). When the *rfpABC* genes were individually deleted in *Chlorogloeopsis fritschii* PCC 9212, *Chroococcidiopsis thermalis* PCC 7203, or *Synechococcus* sp. PCC 7335, the resulting mutants were no longer able to synthesize Chl *f*, nor did they accumulate detectable levels of the subunits of PSI, PSII, and PBPs characteristically produced from the FaRLiP gene cluster in cells grown in FRL (Zhao et al., 2015; Ho et al., 2017a,c).

Chl *d* only represents about 1% of total Chl produced by cells grown in FRL (Airs et al., 2014; Gan et al., 2014, 2015; Ho et al., 2016; Ho, 2018). Recent studies indicate that Chl *d* is not a component of FRL-PSI complexes (Ho, 2018; Li et al., 2018; Nürnberg et al., 2018; Kurashov et al., 2019), and one molecule of Chl *d* may occur as an essential component of the electron transfer chain in FRL-PSII complexes (Nürnberg et al., 2018). Surprisingly, the synthesis of Chl *d* seemed to be regulated differently from these other FaRLiP processes (Zhao et al., 2015), and a first objective of this study was to clarify this unexpected result. Chl *f* synthase (ChlF) catalyzes Chl *f* synthesis in a light-dependent manner, and it was recently shown to be a paralog of PsbA, a core PSII subunit (Ho et al., 2016; Shen et al., 2019). However, in spite of several studies, the biosynthetic reaction(s) leading from Chl *a* to Chl *d*, one of the last uncharacterized steps in Chl biosynthesis, is still unknown (Schliep et al., 2010; Chen, 2014; Yoneda et al., 2016; Ho et al., 2017c). Thus, a second major objective of this study was to clarify the regulation of Chl *d* synthesis in a strain performing FaRLiP, as a means for possibly discovering the gene(s) responsible for Chl *d* synthesis. Detailed mechanistic knowledge of the biosynthesis of FRL-absorbing Chls might eventually lead to crop plants modified to have expanded photosynthetic light-wavelength utilization and ultimately higher yields by the introduction of the biosynthetic pathways for Chl *d* and/or Chl *f* into those plants (see Chen and Blankenship, 2011; Blankenship and Chen, 2013; Bryant, 2016; Ho et al., 2016).

Although RfpABC clearly regulate genes within the FaRLiP cluster as well as the overall acclimation response (Zhao et al., 2015; Ho et al., 2017b), it has remained uncertain whether RfpABC also directly regulate other physiological and metabolic responses to FRL. Thus, a third objective of this study was to determine the relationship between RfpABC and the transcription of genes leading to other responses to FRL. These three objectives are discussed below on the basis of pigment analyses and transcriptomic profiling of *rfpA*, *rfpB*, and *rfpC* mutant strains in the FaRLiP cyanobacterium, *Chlorogloeopsis fritschii* PCC 9212.

## Materials and Methods

### Strains and Growth Conditions

The wild-type (WT) strain of *Chlorogloeopsis fritschii* PCC 9212 (hereafter *C. fritschii* 9212), was obtained from the Pasteur Culture Collection^1^ (Rippka et al., 1979). The *rfpA*, *rfpB*, and *rfpC* deletion mutants of this strain were described in a previous study (Zhao et al., 2015). The growth and light conditions were similar to those previously described (Ho et al., 2016, 2017a). B-HEPES growth medium, supplemented with Em (5 or 20 μg ml^−1^) as indicated, was used for *C. fritschii* 9212 and its mutants (Dubbs and Bryant, 1991; Zhao et al., 2015). When required, erythromycin (Em) was added to media by dilution from a concentrated stock solution (40 μg ml^−1^ in ethanol). Cell growth was monitored by following changes in the optical density at 750 nm (OD_750_) as a function of time with a GENESYS 10 spectrophotometer (Thermo Spectronic, Rochester, NY, United States).

The growth temperature was ∼38°C, WL was provided by cool-white fluorescent bulbs at ∼250 μmol photons m^−2^ s^−1^, and cultures were sparged with 1% (v/v) CO_2_ in air. LED panels with emission centered at 720 nm and WL filtered by a combination of green (GamColor_660) and red (GamColor_250) plastic filters (Parlights, Inc., Frederick, MD, United States) were used to provide FRL at ∼400 μmol photons m^−2^ s^−1^ (for additional details, see Gan et al., 2014; Ho et al., 2016; Shen et al., 2019). As described by Gan et al. (2014), when these red and green filters are combined, only FRL with wavelengths greater than ∼700 nm are transmitted. The LED panels comprise 50 Epitex, L720-06AU LEDs (Marubeni, Santa Clara, CA, United States), with emission nominally centered at 720 nm. Although these LEDs nominally emit “720 nm” light, according to the manufacturer, the peak emission for individual LEDs ranges from 705 to 735 nm. Furthermore, the bandwidth characteristics for these LEDs are such that light from ∼660 to ∼760 nm is actually emitted^2^. Irradiance values for WL were measured with QSL-100 radiometer (Biospherical Instruments Inc., San Diego, CA, United States). Irradiance values for FRL were measured with an MP-200 pyranometer (Apogee Instruments, Inc., Logan, UT, United States).

### Pigment Extraction and HPLC Analysis

Cyanobacterial cells were harvested by centrifugation at 6,797 × *g* for 2 min in a table-top centrifuge at room temperature. The pelleted cells were washed once and resuspended in a minimal volume of 50 mM Tris-HCl buffer, pH 7.5. After removal of supernatant, the pellet was extracted with 270 μl of acetone:methanol (7:2) to which IAA (30 μl of a 18 mg ml^−1^ stock) was added as indicated for some experiments. Alternatively, the IAA solution was replaced by distilled water when testing the effects of this thiol-modifying reagent. The resulting solution was mixed with ∼100 μl of glass beads (150–212 μm, Sigma-Aldrich, St. Louis, MO, United States) and mounted on a bead beater; cell suspensions were agitated twice for 30 s at 4,200 rpm to extract pigments. After centrifugation at 15,294 × *g* in a table-top microcentrifuge for 3 min, the resulting supernatant was collected and subjected to RP-HPLC analysis. The HPLC analytical method has previously been described in detail (Gan et al., 2014).

### Transcription Profiling by RNAseq Analysis

Two profiling experiments were performed. In first experiment, cultures of WT *C. fritschii* 9212 and the individual *rfpABC* deletion mutants were grown in triplicate in B-HEPES medium without (WT strain) or with (*rfpABC* deletion mutants) supplementation with Em (20 μg ml^−1^) in WL to OD_750_ = ∼0.25 to 0.4. A 15-ml aliquot from each tube was collected, and the three aliquots were combined, quickly harvested by centrifugation at 4°C, rapidly frozen in liquid nitrogen, and stored at −80°C (*t* = 0 h, WL sample). The remaining samples were transferred to FRL for 2 days (*t* = 48 h, FRL sample), and cells were harvested by the same procedure. The design of the second transcription profiling experiment is illustrated schematically in Supplementary Figure S1. In this experiment, WT *C. fritschii* 9212 cultures were grown in two triplicate sets, and the individual *rfpB and rfpC* deletion mutants were grown in triplicate in B-HEPES media without supplementation with Em in WL to OD_750_ = 0.4–0.5. Aliquots (15 ml) were harvested as described above before transfer to FRL. A sublethal amount of Em (5 μg ml^−1^) was added to the remaining cells of the first set of three WT cultures, and cells were grown in WL for 48 h before cell harvest. The second set of triplicate WT cultures was transferred to FRL for 48 h. A 15-ml aliquot of cells was harvested from each culture, and then a sublethal concentration of Em (5 μg ml^−1^) was added to the remaining cultures. These cultures were grown in FRL for another 48 h. The *rfpB* and *rfpC* mutants were grown in WL without addition of Em and then transferred to FRL for 48 h before cells were harvested. RNA isolation, rRNA removal, cDNA synthesis and sequencing, and data analysis were performed as previously described (Zhao et al., 2015). The only modification of the previously described procedures was to increase the two periods of bead-beating during RNA extraction to 30 s each at 4200 rpm. Supplementary Table S1 summarizes the total read counts, mapped reads (excluding the reads mapping to rRNA), and uniquely mapped reads for the WT strain and the *rfpA*, *rfpB*, and *rfpC* deletion mutants grown in WL or FRL, with and without the presence of Em. The RNA sequencing data were deposited in the NCBI GEO database archive under accession number GSE123329.

### Analysis of Transcriptional Data

The cDNA sequences obtained from RNAseq were mapped against the *C. fritschii* 9212 genome with the Burrows-Wheeler algorithm (Li and Durbin, 2009), allowing four mismatches (>90% sequence identity). All sequences that mapped to regions coding for ribosomal RNAs and tRNAs, and reads that did not map to unique positions, were removed from the resulting mapped sequence files. Protein-coding regions were analyzed for cDNA sequences mapping entirely within or partially covering the respective ORF (overlapping by at least one nucleotide), and the resulting hits for each ORF were counted (Ludwig and Bryant, 2011). It should be noted that the *rfpA*, *rfpB*, and *rfpC* mutants do not completely delete the coding sequences of the respective genes (see Zhao et al., 2015), and the mapping algorithm can still detect partial transcripts for this reason. The relative transcript abundances for all ORFs were calculated as the number of sequences mapping in a given ORF divided by the total number of sequences mapping within any protein-coding region. To monitor differences in transcript levels between two conditions, the relative transcript abundances under the two conditions were compared for all ORFs. Ratios are tabulated as the relative transcript abundance under condition 2 divided by the relative transcript abundance under condition 1. Whenever “standard” conditions with multiple data sets served as the basis for a comparison, the probability for equal transcription was calculated for each ORF using the z-test. When data from cells grown under specialized conditions were compared, for which only single datasets were available, the chi-square test was applied to determine the probability level for equal transcription for each ORF.

To compare the mRNA levels for different genes within one sample, the number of aligned sequences for a given ORF was normalized by the length of the ORF, and the results are reported as aligned sequences (“hits”) per kilobase. For comparisons of the same gene but in different samples, the number of aligned sequences was normalized relative to the total number of mRNA counts, because the gene length is constant but the total number of mRNA counts was variable and was also dependent upon the sequencing depth.

## Results and Discussion

### Transcriptional Profiling of *rfpA*, *rfpB*, and *rfpC* Mutants in *C. fritschii* PCC 9212 Yields Insights Into the Regulation of Chl *d* Synthesis in FRL

Figure 1A shows the RP-HPLC elution profiles for Chl pigments extracted from WT *C. fritschii* 9212 cells grown in WL or FRL. Cells grown in WL only synthesize Chl *a*, while WT cells grown in FRL synthesize Chls *a*, *d*, and *f* (Airs et al., 2014; Gan et al., 2014, 2015; Zhao et al., 2015; Ho et al., 2017a). When cells were grown in FRL for 48 h in the presence of Em, no Chl *f* synthesis was detected in the *rfpA*, *rfpB*, and *rfpC* deletion mutants (Figure 1B–D); previous studies additionally showed that such cells no longer accumulate the paralogous PSI, PSII, and PBS complexes typically observed in WT cells grown in FRL (Zhao et al., 2015; Ho et al., 2017a). Chl *d* was still detected in pigment extracts from cells of each *rfp* mutant grown in FRL. Unexpectedly, Chl *d* was also present in pigment extracts from each *rfp* mutant of *C. fritschii* 9212 when cells were grown in WL in the presence of Em (Figure 1). Assuming that the synthesis of Chl *d* is actually dependent upon an enzymatic activity, these data are *prima facie* evidence that gene(s) required for the synthesis of Chl *d* are constitutively expressed when any of the three *rfp* transcriptional regulatory genes are mutated.

**FIGURE 1:**
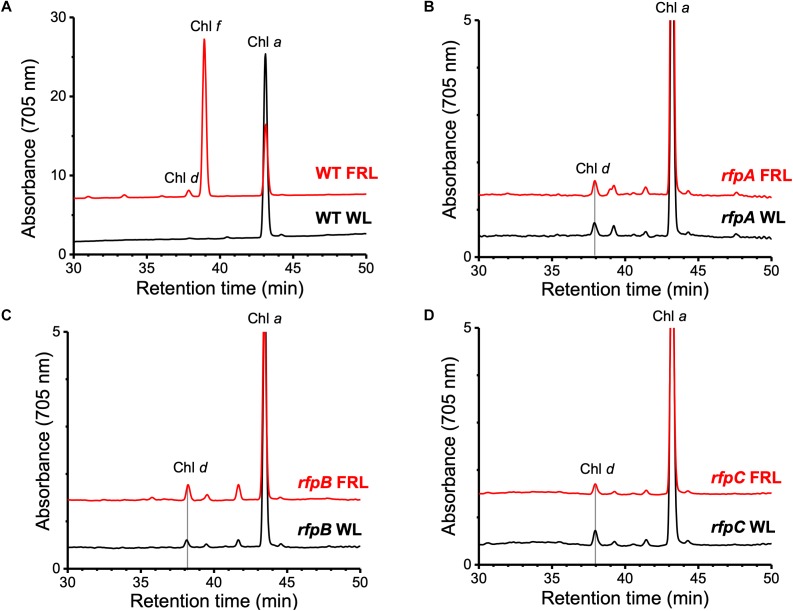
Elution profiles at 705 nm for HPLC analyses of pigments from cells of WT, *rfpA*, *rfpB*, and *rfpC* strains of *C. fritschii* 9212 grown in WL or FRL. The growth conditions are described in the Section “Materials and Methods.” **(A)** WT; **(B)** *rfpA* mutant; **(C)** *rfpB* mutant; and **(D)** *rfpC* mutant. Retention times for Chl *a*, Chl *d*, and Chl *f* are indicated. Elution profiles for extracts from cells grown in FRL were arbitrarily displaced from those for the WL control cells, and the *y*-axis was expanded *in silico* in **(B–D)** to facilitate comparison. Minor peaks eluting between 39 and 42 min in the samples from mutants had absorption spectra similar to Chl *a* and may represent molecules with esterifying alcohols other than phytol.

We reasoned that it might be possible to identify candidate genes involved in Chl *d* synthesis by comparing global transcription patterns obtained by RNAseq for WT and the *rfpABC* mutant strains grown in WL or FRL. Previous transcriptomic analyses had demonstrated that, within 48 h of transfer of cells to FRL, transcript levels for genes of the FaRLiP gene cluster increase quite dramatically (up to 5,900-fold) in *C. fritschii* 9212 cells (Zhao et al., 2015). Under similar conditions, transcript levels for the genes of the FaRLiP cluster increased much more modestly (only up to sevenfold) in *Synechococcus* 7335 (Ho et al., 2017a). Results from other physiological and biochemical analyses were consistent with the transcription results and suggested that *C. fritschii* 9212 acclimates to FRL much more rapidly and dramatically at the transcriptional level than *Synechococcus* 7335 (Zhao et al., 2015; Ho et al., 2016, 2017a,b). Thus, WT and *rfpABC* mutant strains of *C. fritschii* 9212 were chosen for detailed transcriptional profiling experiments by RNAseq.

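The 20 FaRLiP genes, which encode the far-red photosystem and allophycocyanin subunits and their regulators, took up 36.6% of the WT counts in FRL in the first set of libraries (exact 95% interval 36.5 to 36.6%) and 0.00831% in WL. The matching shares in FRL were 0.577% in the rfpA mutant, 0.00799% in rfpB and 0.0140% in rfpC. This set holds 1 library for each strain and light, each from 3 pooled cultures, with 20 μg of Em per ml in the mutants and none in WT. Counts of each gene were divided by the protein-coding total of the library, which ran from 913242 to 5824021 counts. Ratios of 2 libraries therefore come without replicates, and the intervals printed with them cover counting error only. Tests were run with edgeR over both sets, 14 libraries in 7 pairs of a WL and a FRL library from one strain and treatment, with the pair as a block and 3 residual degrees of freedom. A change was called at a Benjamini-Hochberg adjusted p of 0.05.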

In order to know the physiological state of the cells employed for all analyses precisely, the same cultures employed for pigment analysis in Figure 1 were used for RNAseq analysis. Cells were grown to mid-exponential phase in WL, and aliquots of the WT and *rfpA, rfpB*, and *rfpC* mutant cultures were collected and pooled from triplicate cultures as WL control samples. The remaining cells were transferred to FRL for 48 h prior to RNA extraction, rRNA depletion, and RNAseq analysis. A comparison of results for WT cells grown in WL and FRL produced results that were consistent with those from previous studies (Gan et al., 2014; Zhao et al., 2015); this experiment showed the reproducibility of this approach (data not shown). Cells rapidly acclimated to growth under FRL at the transcriptional level (Figure 2). Relative transcript levels for the 20 genes of the FaRLiP gene cluster increased dramatically in WT cells grown in FRL for 48 h (Figure 2, red circle). 

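All 20 FaRLiP genes rose in FRL over the 2 WT pairs, with a median log2 fold change of 12.78. The rise was log2 14.62 for psaA2 (SE 0.92, edgeR adjusted p 1.78e-05), which encodes a far-red core subunit of PSI, and 6.67 for rfpB, a response regulator (SE 1.06, 0.00488). The list as a whole passed the camera test (adjusted p 1.31e-164), also with an estimated correlation between genes (adjusted p 0.00899), and the fry test (adjusted p 0.000496). The gene list is one whose rise the paper itself reports for these samples, so its test is no independent evidence. Leaving out either WT pair left all 20 calls in place.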

Supplementary Table S2 shows the normalized relative transcript levels for each gene in the WT and each of the three *rfp* mutant strains of *C. fritschii* 9212 under these two light conditions. 

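Of 28 phycobilisome genes outside the FaRLiP cluster, 16 fell and 1 rose in FRL over the 2 WT pairs (19 and 1 when p was adjusted over the list alone), and their median log2 fold change was −2.04. Among 21 PSI genes 13 fell and 1 rose (15 and 1), with a median of −2.18, while 2 of 25 PSII genes rose and 1 fell (4 and 2), with a median of 0.24. The linker gene cpcG3 had the lowest value of the phycobilisome list (log2 −3.73, SE 0.34, edgeR adjusted p 0.000307), and psaL1 of PSI fell by log2 2.66 (SE 0.34, 0.00153). camera called both falls (adjusted p 5.98e-12 for phycobilisome genes and 3.6e-09 for PSI), though with an estimated correlation the adjusted p was 0.237 for each, and PSII had an adjusted p of 0.0632. These lists are the functional headings of the authors' table for the same samples. Counts taken relative to totals without the FaRLiP genes moved the median of all genes from log2 −0.17 to 0.47 and the phycobilisome and PSI medians to −1.39 and −1.53.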

Relative transcript abundances for the paralogous PBP and PSI genes normally expressed in WL generally decreased by 50% or more in cells grown in FRL (see examples in the green circle); however, transcript levels for most PSII genes, other than those encoding proteins specifically replaced during FaRLiP (Gan et al., 2014), remained more or less constant in cells grown in FRL for 48 h (Figure 2; see Supplementary Table S2).

**FIGURE 2:**
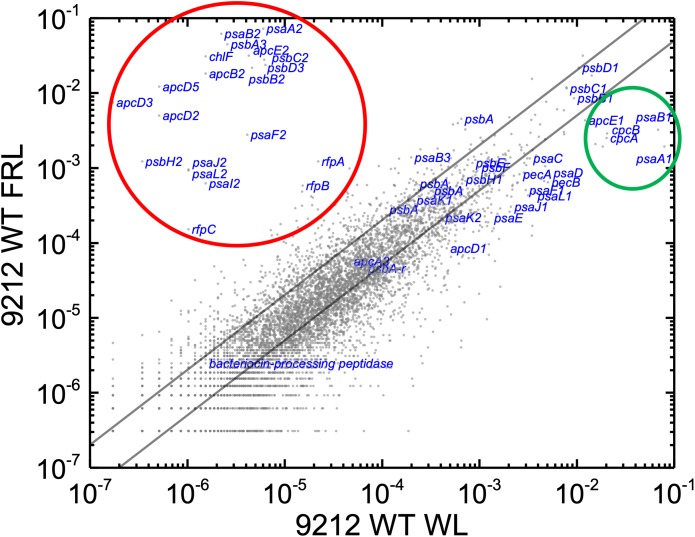
Scatter plot showing a comparison of relative transcript abundances for *C. fritschii* 9212 cells grown in FRL compared to WL. Scatter plot of RNAseq data comparing relative transcript abundance for WT *C. fritschii* PCC 9212 cells grown in FRL for 48 h (9212 WT FRL) and WL (9212 WT WL). Each gray dot represents one gene. The *X*- and *Y*-axes represent normalized transcript abundances for each condition. Genes of interest, including genes in FaRLiP gene cluster (red circle) and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue font. The green circle shows some genes, including *apcE1*, *cpcBA*, and *psaA1B1* that are normally highly expressed in WL but have much lower relative transcript abundances in FRL. The diagonal lines indicate the thresholds for a twofold increase and a 50% reduction in relative transcript abundance, respectively.

Based upon the results described above for Figure 1, one can hypothesize that, compared to WT *C. fritschii* 9212 cells grown in WL, transcript levels for genes related to Chl *d* synthesis should be elevated in cells of all three *rfp* mutants whether grown in WL or FRL. Figure 3 shows a representative scatter plot showing the relative transcript abundances for the *rfpB* mutant of *C. fritschii* 9212 grown in WL (Chl *d* synthesized) compared to transcript abundances for the WT strain grown in WL (no Chl *d* synthesized). Similar plots are shown for the *rfpA* and *rfpC* mutant strains in Supplementary Figure S2. These comparisons showed that transcript levels for several genes increase dramatically in the *rfp* mutants grown in WL (up to 15,000-fold) compared to WT cells (Figure 2, 3 and Supplementary Table S2). 

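Of 6486 genes tested, 94 were higher and 283 lower in the 3 mutants with Em than in WT in WL. A gene without a symbol, UYEDRAFT_01135, was higher by log2 7.90 (SE 0.70, edgeR adjusted p 0.000266). CO2-concentrating genes had a median log2 difference of −0.96, with 4 of 20 lower (10 over the list alone, camera adjusted p 0.000619), and PSI genes one of −0.72, with 3 of 21 lower (9 over the list alone, 0.000713). With an estimated correlation the camera p was 0.781 for each. WT stands on 1 library here, so its spread was taken from the mutant groups, and strain, Em and culture cannot be told apart. TMM scaling gave 113 higher and 205 lower, and the DESeq2 Wald test 613 genes.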

In each case, the gene showing the largest increase in transcript abundance in the mutants is annotated as a beta/gamma crystallin (UYEDRAFT_05690). 

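The crystallin-like gene UYEDRAFT_05690 was 10033-fold higher than in WT in the rfpA mutant, 8020-fold in rfpB and 13910-fold in rfpC, all in WL with Em. Its log2 difference over the 3 mutants was 13.38 (SE 2.22, edgeR adjusted p 0.00746). Proteins of the beta/gamma crystallin family bind calcium, and the role of this one is not known from the counts. Against it, the peptidase gene UYEDRAFT_05692 stood at 11951-fold in rfpA, 15097-fold in rfpB (interval 7952 to 33018) and 13738-fold in rfpC, from 9 counts in WT. By ratio UYEDRAFT_05690 thus ranked above UYEDRAFT_05692 in 1 of the 3 mutants, rfpC, and the intervals of such low WT counts are wide. By share of counts it rose more in each mutant, to 6.89%, 5.51% and 9.55% in rfpA, rfpB and rfpC against 1.85%, 2.33% and 2.12% for UYEDRAFT_05692.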

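The peptidase gene UYEDRAFT_05692 was higher by log2 13.72 in the 3 mutants with Em than in WT in WL (SE 1.71, edgeR adjusted p 0.00155), and the neighbouring efflux pump gene UYEDRAFT_05693 by 10.74 (SE 1.37, 0.00176). The transporter gene UYEDRAFT_04486 was higher by log2 7.47 (SE 0.50, 0.000177), at 188-fold in rfpA, 195-fold in rfpB and 149-fold in rfpC. Pumps of both families can export antibiotics, and Em was present in the mutant cultures alone. Genes for a TROVE domain protein (UYEDRAFT_04043) and an SPFH domain protein (UYEDRAFT_02422) were higher as well, by log2 7.12 (SE 0.72, 0.000552) and 6.88 (SE 0.79, 0.00102). Each call held with any one mutant left out.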

Other genes showing large increases in transcript abundance in the *rfpABC* mutant cells grown in WL putatively encode a bacteriocin-processing peptidase (UYEDRAFT_05692), a multidrug-resistance efflux pump (UYEDRAFT_05693), and a subunit of an ABC-type multidrug transporter (UYEDRAFT_04486) (Figure 3 and Supplementary Figure S2). The latter two genes are probably involved in antibiotic resistance. The *rfpABC* mutants are resistant to the antibiotic Em, because the coding regions of each *rfpABC* gene was replaced with a DNA fragment encoding *ermC*, which encodes an rRNA adenine *N*-6 methyltransferase that confers resistance to the macrolide antibiotic, Em (Zhao et al., 2015). The *rfpABC* mutants are routinely grown in the presence of Em, but it is possible that, in spite of their resistance to Em, these cells nevertheless sense this xenobiotic compound in the growth medium and increase the relative transcript levels of genes that contribute to resistance. It should be noted that by comparing WT and *rfpABC* mutants grown in WL, relative transcript levels for other genes (924 in *rfpA*, 659 in *rfpB*, and 512 in *rfpC* mutants, respectively) also increase above the two-fold threshold in the mutants; therefore, we arbitrarily designated these genes as demonstrating relevant changes in relative transcript levels.

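By ratio alone 969 genes were over 2-fold higher than in WT in the rfpA mutant, 807 in rfpB and 657 in rfpC, and 751, 1132 and 1639 were under 0.5-fold. The numbers of higher genes lie above those of the paper, which compared all open reading frames and counted genes other than those just named. Among genes with at least 10 counts in one of the 2 libraries the numbers were 788, 472 and 394, which lie below. The phycoerythrocyanin genes pecA and pecB were among the lower ones, at 83.9% and 83.6% below WT in rfpC and 95.1% and 95.2% in rfpA. Both fell in the test over the 3 mutants (pecA log2 −3.43, SE 0.50, edgeR adjusted p 0.00365, and pecB −3.40, SE 0.50, 0.00365). Phycoerythrocyanin sits at the tips of the phycobilisome rods. A ratio past 2-fold between 2 libraries is not a test, and TMM scaling moved the rfpC counts to 1015 higher and 879 lower.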

**FIGURE 3:**
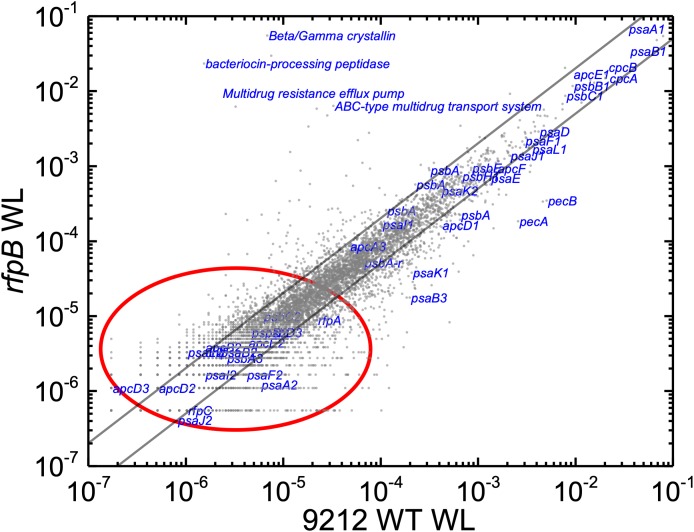
Scatter plot showing a comparison of relative transcript abundances in cells of the *rfpB* mutant and WT strains of *C. fritschii* 9212 grown in WL. The *X*- and *Y*-axes represent normalized transcript abundances in the *rfpB* mutant and the WT grown in WL, respectively. Each gray dot represents one gene. Genes of interest, including genes in FaRLiP gene cluster (red oval) and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue. The diagonal lines indicate the thresholds for a twofold increase and a 50% reduction in relative transcript abundance, respectively.

At first sight, the genes showing the greatest increases in relative transcript abundance in the mutants producing Chl *d* do not appear to be related to Chl *d* biosynthesis. However, one of the genes, the bacteriocin-processing peptidase, is predicted to be a cysteine protease with an active-site thiol group. Previous *in vitro* studies showed that another cysteine protease, papain (papaya proteinase I), promotes Chl *d* formation from Chl *a* (Koizumi et al., 2005). The mechanism of Chl *d* production was further explored in subsequent studies that showed that thiolphenol can promote the conversion of Chl *a* into Chl *d* (Fukusumi et al., 2012; Loughlin et al., 2014). This prompted us to test whether thiol compounds (e.g., glutathione) or proteins with thiol groups might promote Chl *d* formation in pigment extracts (Figure 4). IAA is a powerful inhibitor of thiol compounds and enzymes with active-site cysteines because it irreversibly alkylates sulfhydryl groups (Smythe, 1936). We prepared a pigment extract from *C. fritschii* 9212 cells grown in WL, and only Chl *a* was detected in the freshly prepared pigment extract (Figure 4). When this extract was incubated overnight in the dark at room temperature under oxic conditions, some Chl *d* was formed (Figure 4, −IAA O/N). However, if IAA was added to the same extract and otherwise incubated under the same conditions, no Chl *d* was detected (Figure 4, +IAA O/N). Collectively, these results imply that thiol compounds or proteins with thiol groups could play a role in Chl *d* synthesis in FRL *in vivo*.

**FIGURE 4:**
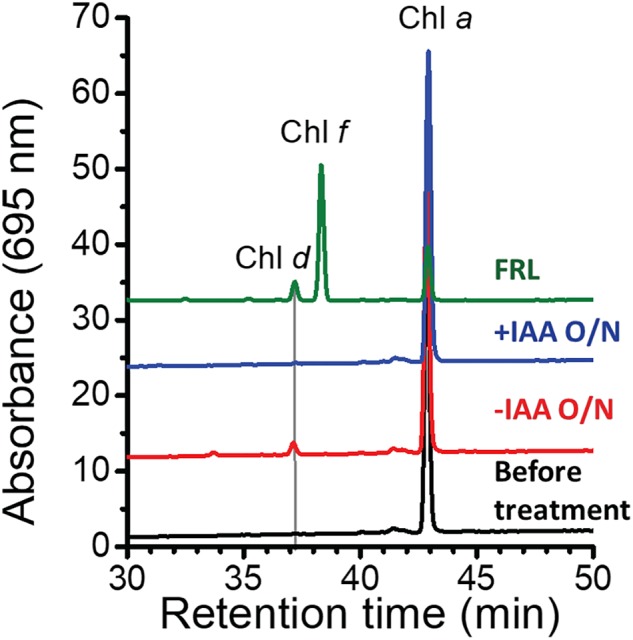
Effects of thiol compounds on Chl *d* production in pigment extracts from *C. fritschii* 9212. The figure shows the RP-HPLC elution profiles of pigments at 695 nm, the absorption maximum of Chl *d*. Pigments were extracted from *C. fritschii* 9212 cells grown in WL or FRL (green line, control). RP-HPLC analysis was then performed before treatment (black line), after incubation at room temperature overnight in the dark without IAA (–IAA O/N; red line) or after IAA treatment (+IAA O/N; blue line). The retention times of Chl *d*, Chl *f*, and Chl *a* are indicated. Pigments extracted from cells grown in FRL show the retention times for Chl *d*, Chl *f*, and Chl *a*, respectively. IAA, iodoacetamide; O/N, overnight.

### Erythromycin Induces Chl *d* Synthesis in *C. fritschii* 9212

We further inferred from these results that it is possible that the products of genes whose transcript levels increased artifactually because of the presence of Em in the growth medium could contribute to the formation of Chl *d* in cells. Thus, further experiments were performed to define the relationship between Em treatment and Chl *d* formation. *C. fritschii* 9212 WT cells were grown in WL with or without the addition of a sub-lethal concentration of Em (5 μg ml^−1^) for 4 days, and pigments were extracted from cells and immediately analyzed by RP-HPLC. Surprisingly, the results showed that Chl *d* synthesis (but not Chl *f* synthesis) occurred in cells incubated with Em (Figure 5A, +Em WL). This result confirmed that the presence of Em in the growth medium could promote the formation of Chl *d* in WT cells of *C. fritschii* 9212 grown in WL *in vivo*. Because an *ermC* resistance cassette was used in their construction, and the resulting *rfpABC* mutants had been grown in B-HEPES medium containing Em (Zhao et al., 2015), these results invalidated all previously obtained conclusions concerning Chl *d* synthesis for the *rfpABC* mutant strains. These surprising results indicate that it may be a good practice to evaluate carefully the effects of antibiotics alone on relative transcript levels in transcription profiling experiments involving mutant strains constructed with antibiotic resistance markers.

**FIGURE 5:**
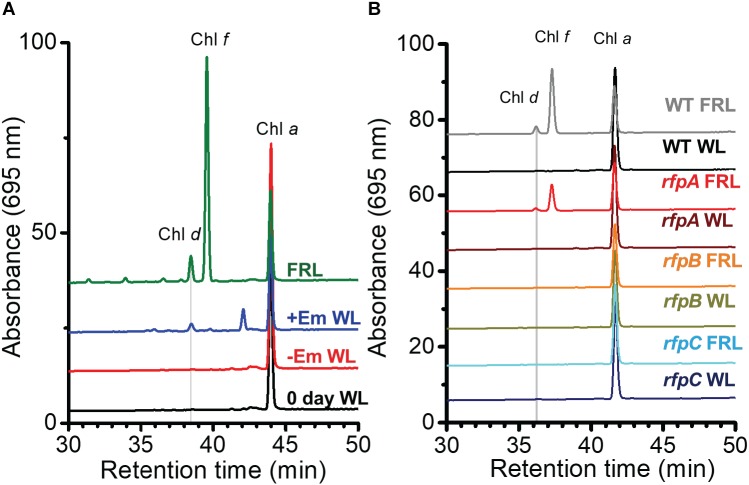
RP-HPLC elution profiles showing that erythromycin (Em) induces Chl *d* formation in *C. fritschii* 9212. Pigments were extracted and separated by RP-HPLC with wavelength monitoring at 695 nm as shown. Pigments extracted from WT cells acclimated to FRL were used as standards for Chl *a*, Chl *d*, and Chl *f* as indicated on the figure panels. Each trace represents a specific culture condition or strain. **(A)** Pigments were extracted from *C. fritschii* 9212 WT cells grown under four conditions: WL at time 0 (0 day WL; black line); cells grown in WL without Em (–Em WL; red line) for 4 days; cells grown in WL with 5 μg Em ml^−1^ for 4 days (+Em WL; blue line); and cells fully acclimated to FRL for more than 1 month (FRL; green line). **(B)** Pigments were extracted from WT and *rfpA*, *rfpB*, and *rfpC* mutant cells of *C. fritschii* 9212 that were grown in WL and transferred to FRL for 6 days. All cells were grown without addition of Em to the medium. The genotype of each mutant was verified by PCR analyses (see Supplementary Figure S4). For additional details, see text.

### Chl *d* Synthesis Is Regulated by RfpABC in *C. fritschii* 9212

To determine whether RfpABC are truly involved in regulating the synthesis of Chl *d*, each *rfp* mutant strain was grown in WL or FRL in the absence of Em. As shown in Figure 5B, none of the three mutant strains synthesized Chl *d* when grown in WL in the absence of Em. This indicates that the previous detection of Chl *d* in the *rfpABC* mutants grown in WL was not due to the *rfpABC* mutations but was actually caused by the presence of Em in the growth medium (Figure 1; also see Zhao et al., 2015). More importantly, no Chl *d* synthesis occurred when the *rfpB* and *rfpC* mutants were grown in FRL in the absence of Em (Figure 5B). These results establish that, like the synthesis of Chl *f* and the expression of other genes of the FaRLiP cluster, Chl *d* synthesis requires (i.e., is potentiated by) RfpB and RfpC. This conclusion concerning the Rfp regulators is further supported by results for a *chlF* mutant that lacks Chl *f* synthase (Ho et al., 2016). The *chlF* mutant retains RfpABC but is unable to synthesize Chl *f* in FRL; however, this strain is still able to synthesize Chl *d* in the absence of Em when cells are grown in FRL (Supplementary Figure S3). Thus, neither ChlF nor Chl *f* are required for the synthesis of Chl *d in vivo* in *C. fritschii* 9212, but RfpB and RfpC are required for Chl *d* synthesis in cells grown in FRL.

The results obtained for the *rfpA* mutant were more complex. Chl *d* synthesis was not detected in *rfpA* mutant when cells were grown in WL, but small amounts of Chl *d* and Chl *f* were produced in cells of this mutant grown in FRL for 6 days (Figure 5B). The levels of Chl *d* and Chl *f* produced by the *rfpA* mutant grown in FRL were much lower than those for the WT (Figure 5B). PCR experiments were performed to verify that the results obtained for each mutant strain were not due to unexpected reversion mutations or contamination with WT cells, which might have occurred more easily in the absence of antibiotic selection with Em. The PCR experiments in each case confirmed the identity of the mutant strain (Supplementary Figure S4). Thus, we concluded that FaRLiP is weakly activated when cells of the *rfpA* mutant were grown in FRL for 6 days. In previous experiments with *C. fritschii* PCC 9212, the pigment contents of the *rfpABC* mutants were analyzed after ∼2–4 days (Zhao et al., 2015). It seems likely that, in the absence of RfpA, some other FRL-dependent photoreceptor(s) can weakly activate the FaRLiP response by phosphorylation of the phosphotransferase RfpC and the transcriptional-activating response regulator, RfpB. In the complete absence of either RfpC and RfpB, no activation of gene expression can occur, and thus transcription of the FaRLiP genes and Chl *d* synthesis does not occur. This explanation is supported by the transcription profiles of the *rfpABC* mutants grown in WL and FRL (see Figure 2 and Supplementary Figure S5). 

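The apcD3 gene had 24251 counts in WT in FRL and 1 in WL in the first set, a rise of at least 14497.5-fold if the WL count is put at 3. psaB2, for a far-red PSI core subunit, was 27734-fold higher (interval 16218 to 52088) from 13 WL counts. The median over the 20 FaRLiP genes was 4619-fold, and rfpB had the lowest ratio, 37.9-fold. Some zeros in this set stand as counts of 1, so ratios over so few WL counts have no firm upper bound.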

Relative transcript levels for genes of the FaRLiP cluster are very high in the WT strain, increasing by up to 43,500-fold within 48 h (Figure 2 and Supplementary Table S2). This increase in transcript levels is completely abolished in cells of the *rfpB* and *rfpC* mutants grown in FRL (Supplementary Figures S5B,C, red circles). However, transcript levels for the FaRLiP gene cluster still increase slightly after 48 h for the *rfpA* mutant (Supplementary Figure S5A, red oval). These data indicate that in the absence of RfpA some other FRL-sensitive, photosensory kinase can weakly activate RfpC and RfpB; however, in the absence of these two response regulators, no expression of the FaRLiP genes occurs in *C. fritschii* 9212. 

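None of the 20 FaRLiP genes passed the edgeR test between FRL and WL in the rfpB and rfpC mutants with Em, where the median log2 fold change was 0.24. The cluster took up 0.00702% of counts in WL in rfpB and 0.00660% in rfpC. In FRL its share was 0.00799% in rfpB and 0.0140% in rfpC. Median ratios were 0.998 over 13 genes above 3 counts in rfpB and 0.95 over 15 in rfpC, where single genes were higher in FRL, rfpA at 5.48-fold (interval 3.25 to 9.78), rfpB at 7.46-fold (4.26 to 14.1) and apcE2 at 4.27-fold (1.41 to 17.4). edgeR called 478 other genes higher and 258 lower in these 2 pairs, among them fadE of fatty acid breakdown (log2 6.05). That total rests on having both mutants, since it was 10 without rfpB and 0 without rfpC, and the DESeq2 Wald test called 1 FaRLiP gene.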

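In the rfpA mutant the summed counts of the FaRLiP cluster were 19.2-fold higher in FRL than in WL (interval 18.0 to 20.6), from 0.0300% to 0.577% of all counts. Of the 20 genes 18 were over 2-fold higher, with a median of 20.5-fold, and apcD2 had the largest ratio, 55.8-fold (interval 18.7 to 273.9), from 3 counts in WL. rfpC, the response regulator gene, had a ratio of 0.790. The paper proposes that another sensor kinase can weakly activate the 2 regulators. It reasons first from the small amounts of Chl d and Chl f that the rfpA mutant made in FRL without Em. This remaining rise, set against its absence without RfpB or RfpC, is its further evidence. In WL the cluster also stood above WT in this mutant, at a median of 4.39-fold with 13 of 18 genes over 2-fold. There is 1 rfpA pair, grown with Em, so the size of the rise has no replicate and no test of its difference from rfpB or rfpC.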

The reduced expression of the FaRLiP genes (Figure 2 and Supplementary Figure S5A) is consistent with the reduced levels of Chl *d* and Chl *f* synthesized in cells of the *rfpA* mutant (Figure 5B) in comparison to the WT, when cells were grown for 6 days in FRL.

### Erythromycin Changes Transcriptional Profiles of WT and *rfpB* and *rfpC* Mutants in WL and FRL in *C. fritschii* 9212

To eliminate the effect of Em on transcript levels in the *rfpABC* mutants, a second set of transcriptomics analyses by RNA sequencing was conducted as follows. The *rfpB* and *rfpC* mutants were cultured without Em initially in WL and then transferred to FRL for 2 days. The *rfpA* mutant was excluded from this experiment because it had already been shown to express the genes within the FaRLiP gene cluster when cells were grown for an extended period in FRL (Figure 5B and Supplementary Figure S5A). The effect of Em was also tested by incubating WT cells in WL and then supplementing the medium with a sublethal Em concentration (5 μg ml^−1^) for two additional days in WL. Another triplicate set of WT cultures was transferred from WL to FRL for 2 days and then supplemented with the same sublethal concentration of Em for another 2 days in FRL (see section “Materials and Methods” and Supplementary Figure S1). PCR analyses were used to verify the absence of contamination by WT cells (or revertants) in the *rfpB* and *rfpC* mutant cultures after incubation in FRL (Supplementary Figure S6). 

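In the second set the FaRLiP genes took up 35.4% of WT counts in FRL and 12.4% in FRL with Em, against 0.00690% in the rfpB mutant and 0.0128% in rfpC, each in FRL without Em. The 8 libraries have protein-coding totals of 8051470 to 17233348 counts. WT was grown with and without 5 μg of Em per ml and the 2 mutants without it, and each condition has 1 library. Em was added for 48 h after the time at which cultures without it were taken, so that the FRL library with Em had 96 h in FRL and the others 48 h. WT without Em is the one condition that both sets share, which gives 2 WT pairs of WL and FRL libraries. Differences between light qualities were tested within pairs as in the first set. Differences between strains or between Em treatments were tested over all 16 libraries with 1 mean per group, where only the mutant groups with more than 1 library inform the spread, at 5 residual degrees of freedom.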

The results are summarized in Supplementary Table S3.

The relative transcript abundances in the WT strain grown in WL and FRL show very similar trends in the second set of samples as in the first set, which indicates that the experimental conditions were consistent and that the results are highly reproducible (e.g., compare Figure 2 and Supplementary Figure S7). However, addition of a sublethal concentration of Em affected the relative transcript abundances of many genes in the WT strain (Figure 6). For example, in WT cells grown in WL, the addition of Em caused a dramatic decrease of transcript levels of PSI and PBS related-genes. 

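The FaRLiP genes rose and the PSI and phycobilisome genes were mostly lower in FRL in both WT pairs, with median ratios of 0.173 and 0.247 for PSI and 0.246 and 0.379 for the phycobilisome. Ribosomal protein genes had medians of 0.297 and 0.309. Over genes outside the FaRLiP cluster with enough counts the log2 ratios of the 2 pairs correlated at Pearson r 0.503 and Spearman 0.423. Of those genes past 2-fold in both pairs, 79.1% had the same direction. The 2 WL libraries differed by over 2-fold for 48.4% of 4979 genes, the 2 FRL libraries for 12.4%. TMM factors were 1.302 and 0.774 for the 2 WL libraries and 0.848 and 0.834 for the FRL ones. Part of the WL figure can therefore be an offset of whole libraries. edgeR called 214 genes higher and 495 lower over both pairs, 1176 and 1493 in all when the first or the second was left out. With TMM scaling the split was 359 to 472, and with totals that omit the FaRLiP genes 700 to 258.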

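With Em, 1749 genes were higher and 1601 lower in WT over both light qualities, of 6486 tested. The ribosomal protein genes had a median log2 change of 1.22, with 37 of 59 higher and 5 lower (38 and 5 over the list alone), while 15 of 20 CO2-concentrating genes were lower, with a median of −2.25. Em binds the large ribosomal subunit and blocks protein synthesis. camera called both lists (adjusted p 4.88e-06 and 5.69e-07), but with an estimated correlation the p was 0.668 for ribosomal genes and 0.370 for CO2-concentrating genes. By single libraries ribosomal genes were at a median of 0.486 with Em in WL and 7.76 in FRL, so the mean hides opposite values. The libraries with Em were taken 48 h later than those without, so the effect of Em was not separated from that of time. Em was added to cultures already sampled, and a fit with the cultures as a block, chosen after the data were seen, called 1284 higher and 1296 lower. From the 4 WT libraries alone edgeR called 0 genes, with 1662 below an unadjusted p of 0.05, and the DESeq2 Wald test over all libraries called 3289.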

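In WL with Em the phycobilisome genes of WT stood at a median of 0.00787 of their level without Em, with 24 of 28 lower, and the PSI genes at 0.0285, with 19 of 21 lower. Over both light qualities 23 phycobilisome genes and 16 PSI genes fell, and adjustment over each list alone gave the same counts. psaB1 and psaA1, for the PSI core, fell by log2 6.70 and 5.64, and the median was −4.64 for the phycobilisome and −3.41 for PSI. nblA2, for a protein that leads phycobilisomes to breakdown, rose by 6.91. camera gave adjusted p of 6.22e-17 and 7.28e-16, which with an estimated correlation were 0.130 and 0.0662, so the calls depend on the preset one. Each treatment and light has 1 library, and the lists come from the study itself.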

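pecA and pecB, for the phycoerythrocyanin subunits, fell by log2 9.88 (SE 0.75, edgeR adjusted p 9.1e-06) and 9.89 (SE 0.73, 8.09e-06) with Em over both light qualities in WT. In WL alone pecA was 99.98% lower, on 2 counts with Em (interval 99.93 to 99.998%), and pecB 99.93% lower. The linker gene pecC of the same rods fell by log2 7.77. Of the 21 PSI genes outside the cluster 13 were over 90% lower in WL. The interval covers counting alone, since WL with Em has 1 library.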

Most decreased more than 90–99%, and the highest decrease was 99.98% for *pecA*, which encodes the α subunit of phycoerythrocyanin, (Figure 6A and Supplementary Table S3). 

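In FRL with Em the 20 FaRLiP genes of WT were at a median of 83.0% below their level without Em, after 96 h in FRL against 48 h, so that time in FRL differs as well as Em. psaJ2 was lowest, 98.2% lower, and psbA3, for a far-red D1 protein of PSII, was the one gene with a ratio above 1, at 1.17. Between 90% and 95% lower were 3 of the 20 genes, and 5 were over 90% lower. Compared with WL, the cluster with Em still had a median of 2648-fold in FRL. Outside the cluster pecB was 99.85% lower in FRL with Em (12 against 6091 counts) and pecA 99.49%. Over both light qualities 8 FaRLiP genes fell (8 over the list alone, median log2 −1.43, camera adjusted p 0.0382), but with an estimated correlation the p was 0.727 and TMM scaling put the camera p at 0.0690.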

In WT cells grown in FRL, Em also caused an approximate 90–95% decrease of the relative transcript levels of genes in FaRLiP cluster; however, relative transcript levels of those genes are still higher than for cells grown in WL (Figure 6B,C), but the highest decrease (99.99%) occurred for a gene outside of FaRLiP gene cluster, *pecB*, which encodes the β subunit of phycoerythrocyanin (Figure 6B and Supplementary Table S3). 

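UYEDRAFT_04043, with a TROVE domain found in RNA-binding proteins, rose by log2 12.83 with Em in WT (SE 0.65, edgeR adjusted p 3.14e-06), at 11493-fold in WL and 4686-fold in FRL. UYEDRAFT_02422, with an SPFH domain found in membrane scaffold proteins, rose by 10.60 (SE 0.67, 4.69e-06), at 1420-fold and 1711-fold. A further gene, UYEDRAFT_01135, rose by log2 10.16 (SE 0.56, 3.5e-06). The libraries with and without Em are 1 each per light quality, so the test borrows its spread from the mutants.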

For unknown reasons, transcript abundances of genes encoding a TROVE domain protein (UYEDRAFT_04043) and an SPFH domain protein (UYEDRAFT_02422), increased dramatically in WT cells grown in both WL and FRL after addition of Em (Figure 6 and Supplementary Table S3). 

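UYEDRAFT_04486, for the ABC-type multidrug transporter subunit, rose by log2 8.09 with Em in WT (SE 0.38, edgeR adjusted p 2.74e-06), at 110-fold in WL and 672.6-fold in FRL. The efflux pump gene UYEDRAFT_05693 had a log2 change of 1.43 that did not pass (0.120), and the crystallin-like UYEDRAFT_05690 one of 0.29 (0.845), a mean of opposite values, at 4.29-fold in WL (interval 3.09 to 6.01) and 0.347-fold in FRL (0.212 to 0.558). The peptidase gene UYEDRAFT_05692 rose by 2.41 (0.0436), a call lost under TMM scaling (0.0544). WT had 5 μg of Em per ml for these libraries.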

The relative transcript abundance of a gene encoding a component of an ABC-type multidrug transport system (UYEDRAFT_04486) also increased up to 670-fold in response to Em addition (Figure 6 and Supplementary Table S3). 

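By ratio 1782 genes were over 2-fold higher and 2381 under 0.5-fold in WT with Em in WL, and 332 and 660 were past 10-fold. Set aside were genes at 0 in the library without Em alone, 45 in WL and 77 in FRL. In FRL the counts were 2194 and 1362, with 273 and 174 past 10-fold, but their balance follows the scaling, with 1585 and 1870 (190 and 244) under TMM and 1551 and 1913 with totals that omit the FaRLiP genes. The changes in the 2 light qualities correlated at r 0.660 over genes outside the FaRLiP cluster with enough counts. Genes of tetrapyrrole synthesis, which makes chlorophyll and bilins, were mostly on the lower side, with 19 of 31 called lower and 4 higher (20 and 4 over the list alone). Their camera adjusted p was 1.37e-07, and with an estimated correlation the p was 0.238. Of the Calvin cycle genes 10 of 14 were lower and 2 higher (the same over the list alone), with a median log2 change of −2.48 (camera adjusted p 0.000143, with an estimated correlation p 0.379). Between light qualities the change with Em was not tested for a difference.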

Besides these three genes, transcript levels of many other genes increased or decreased more than 2-fold (50% decrease) or even 10-fold (90% decrease). These results indicate that a sub-lethal concentration of Em influences relative transcript abundances very significantly in this cyanobacterium.

**FIGURE 6:**
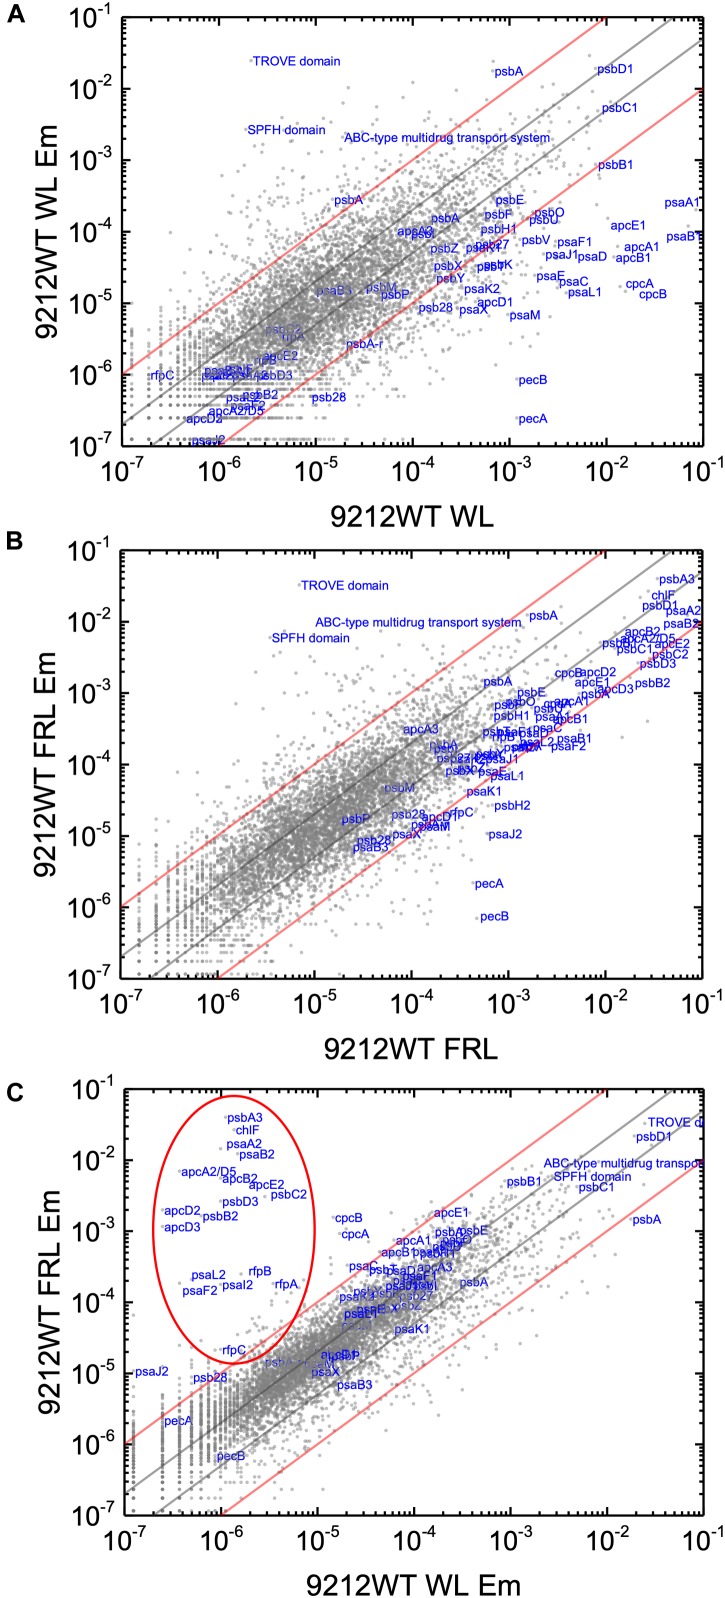
Scatter plots showing comparisons of relative transcript abundances for *C. fritschii* 9212 cells grown with or without Em in WL and FRL. Scatter plot of RNAseq data comparing relative transcript abundance for WT *C. fritschii* 9212 cells grown **(A)** in WL (9212WT WL) and supplemented with Em (5 μg ml^−1^) for 48 h in WL (9212WT WL Em) and **(B)** in FRL (9212 WT FRL) for 48 h and supplemented with Em (5 μg ml^−1^) for another 48 h in FRL (9212WT FRL Em). An additional comparison of relative transcript abundances for (9212WT WL Em) and (9212WT FRL Em) is shown in **(C)**. Each gray dot represents one gene. The *X*- and *Y*-axes represent normalized transcript abundances for each condition. Genes of interest, including genes in FaRLiP gene cluster (in the red oval, except *psaJ2*), and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue font. Genes in the FaRLiP gene cluster are not circled because relative transcript abundances of these genes are not different from those of most of other genes under the conditions shown in **(A,B)**. The gray and red diagonals indicate the thresholds for a 2-fold and 10-fold increase and a 50 and 10% reduction in relative transcript abundance, respectively.

Without the superimposed effects caused by Em, a comparison of the relative transcript abundances between WL and FRL in the *rfpB* and *rfpC* mutants showed that relative transcript abundances for only a few genes increased by more than 10-fold or decreased by more than 90%. Furthermore, the relative transcript levels of genes in FaRLiP gene cluster were similar in cells whether they were grown in WL and FRL (Figure 7). This was anticipated because of the inability of FRL to activate the transcription of these genes in the *rfpB* and *rfpC* mutants.

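Past 10-fold between FRL and WL were 51 genes higher and 289 lower in the rfpB mutant and 66 and 184 in rfpC, without Em (50 and 204, and 66 and 141, among genes with at least 10 counts in one of the 2 libraries). Genes at 0 in WL alone, 43 in rfpB and 110 in rfpC, have no ratio and are not among the higher ones. Of the type IV pilus, the motor of twitching motility, 2 genes were among the lowest over both pairs: pilM (UYEDRAFT_01836) at log2 −6.48 and pilB (UYEDRAFT_01953) at −6.12. The beta-oxidation gene fadN rose by log2 5.07 (edgeR adjusted p 0.00122). Outside the FaRLiP cluster the responses of the 2 mutants correlated at r 0.899. Of 2166 such genes past 2-fold in both, 99.7% had the same direction. Of 6424 genes tested, 672 rose and 766 fell. That number moved to 209 and 224 with 1 mutant pair left, where spread is taken from the other groups, and to 3850 when the 4 libraries were tested alone.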

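FaRLiP genes had a median FRL to WL ratio of 3.17 in the rfpB mutant without Em, from 0.370 for apcD2 (interval 0.0655 to 1.44) to 7.81 for apcD3, with 13 of 19 above 2. In rfpC the median was 2.89, from 0.974 for psaL2 to 29.1 for psaF2 (interval 4.98 to 1175, from 1 count in WL), with 13 of 17 above 2. Over both pairs 8 of the 20 genes rose (12 over the list alone), with a median log2 fold change of 1.55. camera called the list (adjusted p 0.00147), with an estimated correlation the p was 0.509, and fry gave an adjusted p of 0.0509. Most of these genes have few counts in WL, and with 1 pair left out 0 to 2 of them passed. With DESeq2 size factors 5 genes passed.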

**FIGURE 7:**
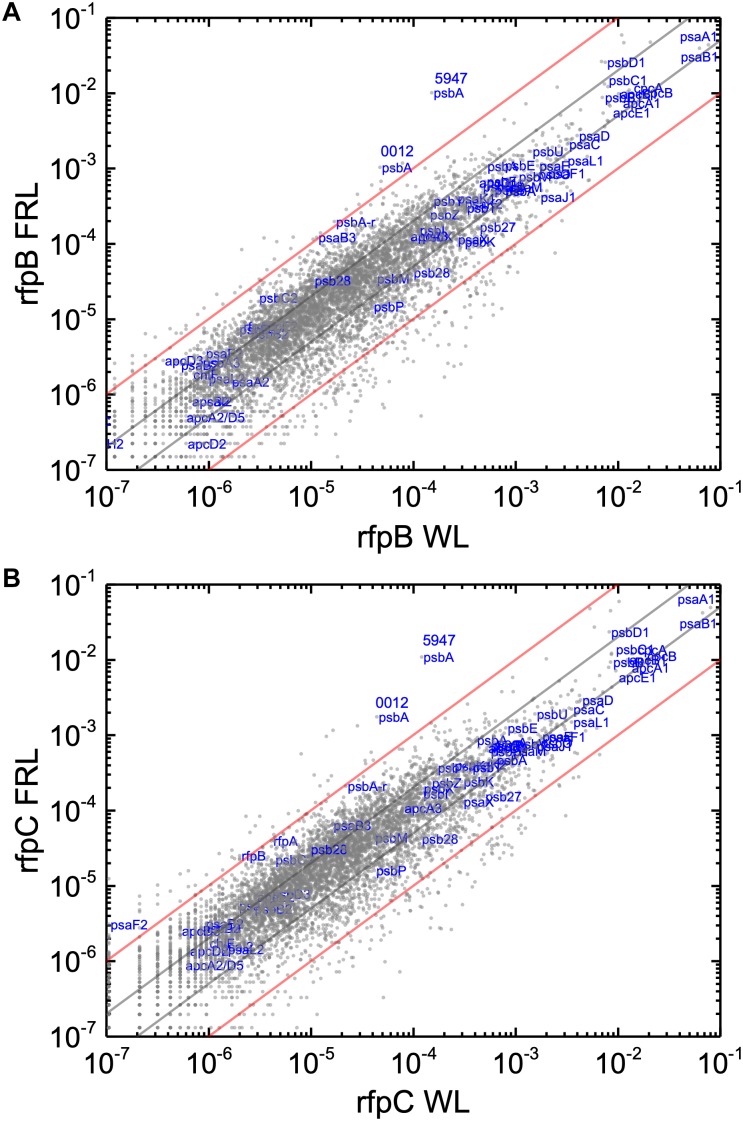
Scatter plots showing a comparison of relative transcript abundances for *C. fritschii* 9212 cells of the *rfpB and rfpC* mutants and WT grown in FRL and WL. The *X*- and *Y*-axes represent normalized transcript abundances in the **(A)** *rfpB* mutant and **(B)** *rfpC* mutant grown in FRL and in WL, respectively. Each gray dot represents one gene. Genes of interest, including genes in FaRLiP gene cluster and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue. Two *psbA* genes (UYEDRAFT_00012 and UYEDRAFT_05947) are labeled as 0012 and 5947, respectively. The gray and red diagonals indicate the thresholds for a 2-fold and 10-fold increase and a 50 and 10% reduction in relative transcript abundance, respectively.

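No gene passed the edgeR test between the rfpB and rfpC mutants without Em and WT in WL, and 531 had an unadjusted p below 0.05. The DESeq2 Wald test called 44 genes higher and 5 lower, and edgeR on these 3 libraries alone 106 and 31. FaRLiP genes were split 10 higher to 10 lower, and ribosomal protein genes 39 to 20, with a median log2 difference of 0.07. Cytochrome oxidase genes, the respiratory terminal oxidases, had the median furthest from 0 among the lists of photosynthesis and respiration, 0.51, with no call. With 1 WT library a 4-fold difference was recovered for 62% of simulated genes and a 2-fold one for 2%, so small differences would be missed.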

The relative transcript levels in the *rfpB* and *rfpC* mutants grown in WL in the absence of Em were more consistent with those of the WT in WL (Supplementary Figure S8). 

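In WL without Em 85.0% of genes lay within 2-fold of WT in the rfpB mutant and 84.97% in rfpC. Past 2-fold were 731 higher and 268 lower in rfpB, and 587 and 414 in rfpC, where TMM scaling turned the balance to 412 and 597 (544 and 381 in rfpB). Among lists of light harvesting, the 28 phycobilisome genes had 7 higher and 21 lower, with a median log2 difference of −0.22, and none of them passed edgeR. PSI genes, for the photosystem that reduces ferredoxin, had a median of −0.11. In rfpC 111 genes were under 0.1-fold and 11 over 10-fold, or 14 and 6 among genes with at least 10 counts in one of the 2 libraries. The 111 take in genes at 0 in rfpC alone, while 31 genes at 0 in WT alone have no ratio and are not in the 11.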

Relative transcript levels for most genes fell within the twofold threshold limits (an increase of less than twofold or a decrease of less than 50%). Transcript levels for genes related to drug resistance did not increase as occurred when Em was present in the growth medium for the *rfpB* and *rfpC* mutants (Figure 3 and Supplementary Figures S2B, S8). Additionally, the relative transcript abundances for *pecA* and *pecB* did not decrease in the mutants (Figure 3 and Supplementary Figures S2B, S8). These differences indicate that Em significantly affects relative transcript levels for many genes in the *rfpB* and *rfpC* mutants even when cells have an antibiotic resistance cassette and are able to grow under selective conditions. 

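Without Em, the crystallin-like gene UYEDRAFT_05690 was at 0.932 of WT in the rfpB mutant and 0.910 in rfpC, in WL. The peptidase gene UYEDRAFT_05692 had ratios of 1.08 and 0.953, and the efflux pump gene UYEDRAFT_05693 of 0.759 and 1.19. UYEDRAFT_04486, for the transporter that also rose in WT with Em, was at 1.23 and 1.43. None of the 4 passed the edgeR test over both mutants (adjusted p 0.997 for UYEDRAFT_05690 and 0.903 for UYEDRAFT_04486).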

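pecA was 48.1% lower than in WT in the rfpB mutant and 47.7% lower in rfpC, in WL without Em. pecB, for the other phycoerythrocyanin subunit, was 50.0% and 51.1% lower. Neither gene passed the edgeR test over the 2 mutants (adjusted p 0.791 and 0.736). Whether the deficit with Em is larger was not tested, because WT stands on another library there.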

In the absence of Em, much simpler background transcript levels were obtained, and this facilitated comparisons between the WT and mutant strains.

### Chl *d* Synthase Is Likely Encoded Within the FaRLiP Gene Cluster

Knowing that the results without Em had a low background variability and were likely free from artifacts, appropriate comparisons should now provide a good opportunity to identify candidate genes that might encode the putative Chl *d* synthase. However, as shown in Figure 8, comparisons of the relative transcript levels between *rfpB* and *rfpC* mutants grown in FRL and WT in grown in FRL show that relative transcript levels only change dramatically for the genes encoded within the FaRLiP gene cluster. 

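Of 6486 genes tested in FRL, 34 were higher in WT than in the rfpB and rfpC mutants, 19 of them in the FaRLiP cluster (20 over the list alone), and 11 were lower. The cluster had a median log2 difference of 11.51, and psaA2 was 50534-fold higher than in rfpB and psaB2 17434-fold higher than in rfpC. Outside the list of 20, the response regulator gene UYEDRAFT_01155 within the cluster region was higher by log2 9.14. Lower in WT were 6S RNA (UYEDRAFT_01996), which binds RNA polymerase, at log2 −4.03, and RNase P RNA (UYEDRAFT_00830) at −3.30. With 1 WT library the spread is that of the mutants, and the number called rose to 74 with TMM scaling and 108 with totals that omit the FaRLiP genes.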

Very few other genes have comparable increases in relative transcript abundances, with nearly all increasing between two- and ten-fold. However, as shown above, Chl *d* synthesis is clearly controlled by RfpABC like other FaRLiP responses (Figure 5B). 

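Outside the FaRLiP genes, 22 genes were over 10-fold higher in WT than in the rfpB mutant in FRL and 22 than in rfpC, while 37 and 57 were under 0.1-fold. Genes at 0 in WT alone were counted as lower. Over all genes, those at 0 in the mutant alone, 88 against rfpB and 47 against rfpC, have no ratio and were set aside. UYEDRAFT_01155, with 1108 counts in WT and 0 in rfpB, is 1 of the 88. Among genes with at least 10 counts in one of the 2 libraries 22 and 20 were higher and 6 and 10 lower, with 6 and 2 set aside. Past 2-fold in all were 538 higher and 541 lower against rfpB, and 386 and 665 against rfpC. The beta-galactosidase gene UYEDRAFT_01157, which lies in the region of the cluster, was higher by log2 2.02, though not with either mutant left out. nblA1, for a protein that starts phycobilisome breakdown, was 7.25-fold and 9.56-fold higher in WT, and by log2 3.04 in the test (SE 0.44, edgeR adjusted p 0.00915, lost without rfpB at 0.0681). The balance of higher and lower genes hangs on scaling: against rfpB it was 729 to 288 with TMM.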

An additional search criterion is that the gene for Chl *d* synthase should be present in all FaRLiP strains but absent from all other cyanobacterial strains, with the possible exception of *A. marina* that also produces Chl *d* (Miyashita et al., 1996). A manual survey of genes upregulated fivefold or greater showed that there are no genes other than those in the FaRLiP gene cluster that fulfill both of these criteria (data not shown). From an evolutionary perspective, the FaRLiP gene cluster is distributed across five taxonomic sections of distantly related cyanobacteria, which suggests that this gene cluster has been spread through horizontal gene transfer (Gan et al., 2014; Gan and Bryant, 2015). Recently, Nürnberg et al. (2018) suggested that Chl *d* might be a component of the electron transfer chain in PSII, which potentially would cause Chl *d* to be essential for growth in FRL. One way to ensure that the capacity to synthesize a potentially essential component of PSII in FRL would be to encode the capacity for its synthesis within the FaRLiP gene cluster. Although *chlF* was once annotated as *psbA4*, a paralog of the PSII gene, *psbA*, it turned out that ChlF catalyzes Chl *f* synthesis rather than encoding a PSII subunit involved in water oxidation (Ho et al., 2016). These considerations lead to the surprising but nearly inescapable hypothesis that Chl *d* synthase, like Chl *f* synthase, must be encoded within the FaRLiP gene cluster and that it is a divergent paralog of a protein that has gained a new function.

**FIGURE 8:**
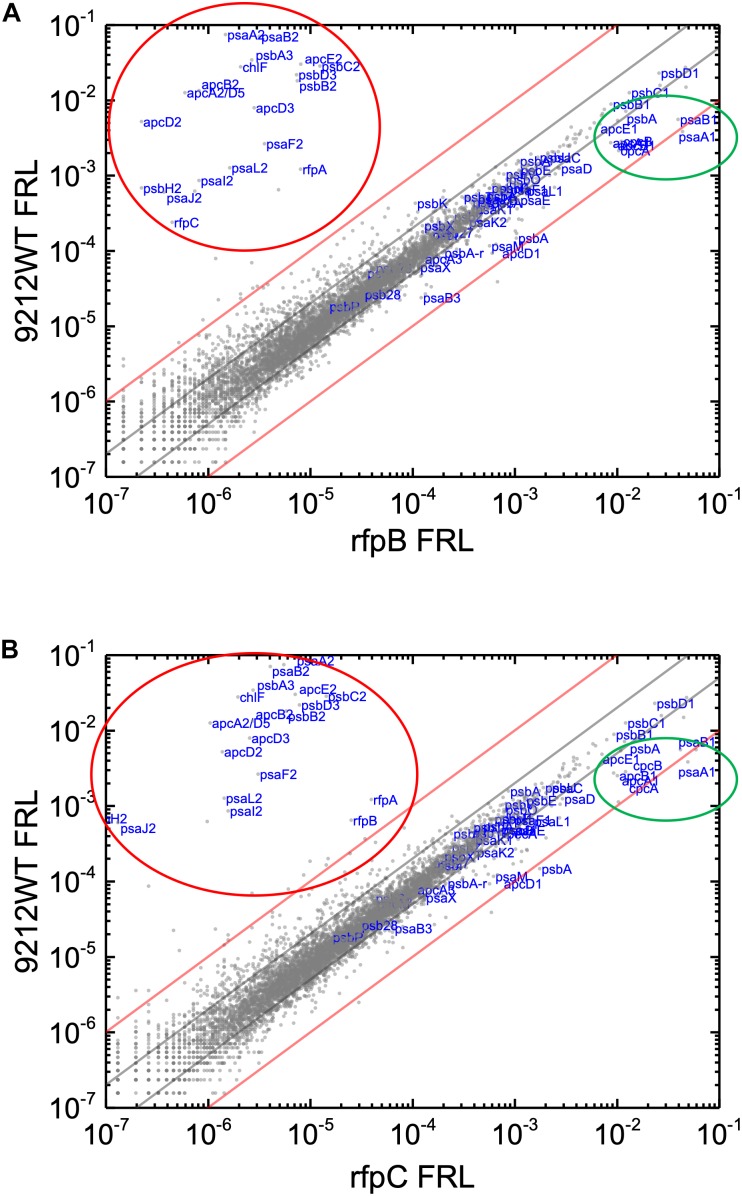
Scatter plot showing a comparison of relative transcript abundances for *C. fritschii* 9212 cells of the WT and *rfpB* and *rfpC* mutants grown in FRL. The *X*- and *Y*-axes represent normalized transcript abundances in the WT and **(A)** *rfpB* mutant or **(B)** *rfpC* mutant grown in FRL, respectively. Each gray dot represents one gene. Genes of interest, including genes in FaRLiP gene cluster (red oval) and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue font. The green circle shows some genes highly expressed in WT in WL, including *apcE1*, *cpcBA*, and *psaA1B1*. The gray and red diagonals indicate the thresholds for a 2-fold and 10-fold increase and a 50 and 10% reduction in relative transcript abundance, respectively.

### Transcriptional Responses in FRL of Gene for PSI, PSII, and PBS Subunits Encoded Outside the FaRLiP Gene Cluster

In addition to the FaRLiP response, other physiological and metabolic changes occur when cells are shifted from WL into FRL (Gan et al., 2014; Gan and Bryant, 2015). 

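In the second set 1551 genes were over 2-fold higher and 1171 under 0.5-fold in FRL in WT, which is 40.2% of the genes compared. The first set had 708 and 2566, or 48.4%. The balance of higher and lower follows the scaling, with 1482 and 1448 in the first set and 1339 and 1299 in the second under TMM, and 1540 and 1409, and 2964 and 653, with totals that omit the FaRLiP genes. Past 10-fold were 70 and 140 in the second set and 67 and 306 in the first (59 and 154, and 113 and 154, under TMM, and 136 and 96, and 117 and 147, with totals that omit the FaRLiP genes). Over both pairs superoxide dismutase (UYEDRAFT_00053) rose by log2 4.38 and the ferric reductase gene beside it (UYEDRAFT_00052) by 3.09, both tied to iron and oxygen stress. pilB fell by log2 5.04 and hoxE, for a hydrogenase subunit, by 5.17. Without replicates a ratio past 2-fold includes culture-to-culture spread, and edgeR over both pairs recovered 6% of simulated 2-fold changes and 58% of 4-fold ones.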

Transcript levels for ∼2,661 genes (∼40% of the genome) increased by more than twofold or decreased by more than 50% when WT *C. fritschii* 9212 cells were shifted from WL to FRL for 48 h (Supplementary Figure S7 and Supplementary Table S3). This is similar to changes in relative transcript levels that occur when *Leptolyngbya* sp. JSC-1 cells are shifted from WL to FRL. In that organism relative transcript levels for ∼2,900 genes (∼40% of the genome) increase at least twofold or decrease by 50% or more upon a shift from WL to FRL (Gan et al., 2014). As discussed above, RfpABC are important transcriptional regulators that control transcription of the FaRLiP gene cluster and, as now shown here, the gene(s) for Chl *d* biosynthesis. However, it was unknown whether RfpABC also control transcriptional responses producing other physiological and metabolic responses to growth in FRL. Because transcriptomic analyses of the WT and *rfpA*, *rfpB*, and *rfpC* mutants were performed in this study, it should be possible to determine whether RfpABC regulate other processes by comparing transcript levels in WT and mutant cells shifted from WL and FRL.

Relative transcript levels for genes of the FaRLiP gene cluster are extremely low in the *rfpB*, and *rfpC* mutants whether cells are grown in WL or in FRL, but there are still a few genes outside the twofold/50% threshold limits (Figure 7 and Supplementary Figure S8). These other genes outside the FaRLiP gene cluster that are related to light harvesting and light-energy conversion are clearly regulated differently (Figure 7 and Supplementary Tables S3, S4). 

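The FaRLiP genes made up 0.00223% of counts in WL in the rfpB mutant and 0.00301% in rfpC without Em, beside 0.00266% in WT. In FRL the WT to mutant ratio had a median of 2903 for rfpB and 3467 for rfpC. The lowest of these ratios was that of the rfpB gene itself, 133 and 25.9. In its own mutant rfpB, the gene of a CheY-like regulator, had 19 counts in WL and 66 in FRL, while rfpC had 0 and 0 in its own. Shares of single libraries carry counting error alone.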

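cpcG4 and cpcG2, for linkers that join rods to the core, fell by log2 3.70 (SE 0.42, edgeR adjusted p 0.000902) and 3.10 (SE 0.33, 0.000628) in FRL over the 2 WT pairs. The lyase gene cpcF, needed to attach bilin to phycocyanin, fell by 3.33 (SE 0.33, 0.000513). In PSI, psaM fell by 3.00 (SE 0.33, 0.000733) and isiA4, for a chlorophyll-binding antenna protein, by 3.30 (SE 0.54, 0.00569). pecA and pecB, of phycoerythrocyanin, fell by 2.22 (0.0130) and 2.07 (0.0172), the second of which was lost with totals that omit the FaRLiP genes (0.0542) or without the first pair (0.0606).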

Relative transcript levels for genes encoding PBP and PSI that are not encoded in the FaRLiP gene cluster are generally more abundant in cells grown in WL and are substantially reduced in cells grown in FRL. For example, relative transcript levels for the *apcA1B1* and *cpcBA* genes in cells grown in FRL are 80–90% lower than the levels observed in WT cells grown in WL (Figure 2 and Supplementary Figure S7). 

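cpcA and cpcB, for the phycocyanin subunits, fell by log2 2.85 (SE 0.35, edgeR adjusted p 0.00143) and 2.65 (SE 0.35, 0.00200) in FRL over the 2 WT pairs. apcA1 and apcB1, for core allophycocyanin, fell by 2.58 (SE 0.37, 0.00306) and 2.76 (SE 0.40, 0.00318). By pair, cpcA was at 0.124 and 0.154 of its WL level and apcB1 at 0.104 and 0.209. apcE1, for the core-membrane linker, fell less, by 1.30 (SE 0.33, 0.0364), a call lost under TMM scaling (0.0899) and without the first pair (0.0907).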

Notable exceptions are the *nblA1* and *nblA2* genes, for which transcript levels increase two–threefold in FRL. 

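nblA1, for a small protein that triggers phycobilisome breakdown, rose by log2 2.03 in FRL over the 2 WT pairs (SE 0.42, edgeR adjusted p 0.0162), at 5.73-fold and 2.93-fold. nblA2 had a log2 change of 0.59 that did not pass (SE 0.57, 0.560), with ratios of 0.944 and 2.33. nblA1 went the other way in the rfpB and rfpC mutants without Em, with a fall of log2 1.90 (SE 0.42, 0.0143), and the responses of WT and mutants differed by 3.93 (SE 0.60, interaction p 0.0286). That call was lost under TMM scaling (0.0934) and without the first WT pair (0.0769), rfpB (0.124) or rfpC (0.0814).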

An increase in NblA should promote the degradation of PBP by forming a ternary complex comprising ClpC (the HSP100 partner of Clp proteases), NblA, and a PBP subunit (Karradt et al., 2008; Baier et al., 2014). These transcription patterns are fully consistent with the generally lower PBP levels observed in cells that have acclimated to FRL (Chen et al., 2012; Gan et al., 2014; Li et al., 2014; Zhao et al., 2015; Ho et al., 2017a). 

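Phycobilisome genes outside the cluster were lower in WT than in the rfpB mutant for 19 of 28 genes in FRL and than in rfpC for 21, at median ratios of 0.670 and 0.590. The widest gaps were 5.33-fold for apcD1, a terminal emitter gene, against rfpB and 5.61-fold for cpcA against rfpC. apcD1 was lower in WT by log2 2.44 (SE 0.35, edgeR adjusted p 0.00795) and cpcG4 by 2.39 (SE 0.35, 0.00872). Without rfpB both calls were lost (0.0521 and 0.0612). The test called 3 of the list lower in WT and 1 higher (13 and 1 over the list alone). As a change from WL, the responses differed by a median of log2 −1.51 (camera adjusted p 1.4e-09, with an estimated correlation p 0.511), with 1 gene lower and 1 higher (15 and 1 over the list alone). The median difference in FRL was log2 −0.61, and 0.02 with totals that omit the FaRLiP genes, whose share of WT counts lowers every other gene. With those totals the median over all genes was log2 0.36 against rfpB and 0.32 against rfpC, still above the list.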

Notably, transcript levels for many PBS- and PBP-related genes are not as severely reduced in FRL in the *rfpBC* mutants as in the WT; transcript levels are up to 10 times higher in the *rfpBC* mutants than in the WT strain in FRL-grown cells (Figure 8 and Supplementary Tables S3, S4). This might be because the transcriptional (and translational) apparatus is “more available” in the mutants than in the WT. RNA polymerase molecules in the WT would be actively transcribing the genes of the FaRLiP cluster, which is not the case in the *rfpBC* mutants. The other possibility is that RfpABC are directly or indirectly involved in downregulation of PBS- and PBP-related genes in FRL to facilitate the remodeling of those complexes using subunits encoded in FaRLiP gene cluster.

The relative transcript levels for *psaA1B1*, which encode the core heterodimer subunits of PSI in WL-grown cells of *C. fritschii* 9212, are ∼95% lower in cells grown in FRL than the levels for these genes in cells grown in WL (Figure 2, Supplementary Figure S7, and Supplementary Table S3). 

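psaA1 fell by log2 4.91 (SE 0.44, edgeR adjusted p 0.000284) and psaB1 by 4.03 (SE 0.40, 0.000519) in FRL over the 2 WT pairs. They encode the chlorophyll-binding core of PSI. By pair psaA1 was at 0.0243 and 0.0455 of its WL level and psaB1 at 0.0474 and 0.0792. Both calls held with either pair left out.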

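psaA1 was at 0.571 of its WL level in FRL in the rfpB mutant and 0.613 in rfpC without Em, and psaB1 at 0.629 and 0.621. Neither change passed in the mutants (psaA1 log2 −0.76, SE 0.38, edgeR adjusted p 0.166, and psaB1 −0.68, SE 0.36, 0.190). The fall was deeper in WT by log2 4.15 for psaA1 (SE 0.55, interaction p 0.0106) and 3.35 for psaB1 (SE 0.52, 0.0321). TMM scaling lost both calls, at adjusted p of 0.0763 and 0.166, and so did leaving out the first WT pair (0.0883 and 0.149) or either mutant. Over all 21 PSI genes the responses differed by a median of log2 −0.86, with 2 genes lower (8 over the list alone, camera adjusted p 1.19e-05, with an estimated correlation p 0.511).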

Similar to the situation for PBP- and PBS-related genes, transcript levels *psaA1B1* are not as severely reduced in the *rfpABC* mutants (∼40–50% lower). In contrast, relative transcript levels for the *psaA2B2* genes are more than 56,000-fold higher when WT cells are grown in FRL than when grown in WL (Supplementary Tables S3, S4). 

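psaA2 was 56352-fold higher in FRL than in WL in WT in the second set (interval 36865 to 91035), from 21 counts in WL. psaB2 was 74553-fold higher (interval 45201 to 133204), from 15 counts. These genes encode the PSI core that binds chlorophyll f in far-red cells. The median over the 20 FaRLiP genes was 10607-fold, and rfpA had the lowest ratio, 283.9-fold. The intervals leave out variation between cultures, as there is 1 pair.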

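psaB3, a further PSI core gene outside the cluster, rose by log2 2.06 in FRL over the 2 WT pairs (SE 0.51, edgeR adjusted p 0.0302), at 6.96-fold and 2.45-fold, though not under TMM scaling (0.0623) or without the first pair (0.130). It rose by 2.72 in the rfpB and rfpC mutants without Em (SE 0.51, 0.00800), at 10.7-fold and 4.03-fold, and a difference between the responses was not called (interaction p 0.760). In those mutants 6 PSI genes fell and 2 rose (8 and 2 over the list alone), with a median log2 change of −0.73. camera called that list lower (adjusted p 0.0238), and with an estimated correlation the p was 0.509.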

The relative transcript abundance for *psaB3* increases, although transcript levels for most other PSI-related genes are lower in FRL-grown cells. Although the specific function of PsaB3 in PSI is still unknown (Magnuson et al., 2011; Gan et al., 2014; Zhao et al., 2015), transcript levels for *psaB3* increased about 2.5-fold when WT cells were grown in FRL, and the protein was also detected in PSI complexes formed in FRL (Gan et al., 2014).

Genes encoding most PSII subunits that are encoded outside the FaRLiP gene cluster are differently regulated in FRL than genes for subunits of PBP/PBS and PSI. 

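Of 25 PSII genes outside the cluster, 16 were within 2-fold between FRL and WL in WT in the second set, and 7 were over 2-fold higher, with a median ratio of 1.40. psbP, for a subunit of the oxygen-evolving side, had the lowest ratio, 59.5% lower, and fell by log2 1.49 over the 2 pairs (SE 0.41, edgeR adjusted p 0.0471), a call lost with totals that omit the FaRLiP genes (0.176) and without the first pair (0.0567). Among PSII genes of the rfpB and rfpC mutants without Em 5 rose and 3 fell (5 and 4 over the list alone), with a median log2 change of 0.39 (camera adjusted p 0.174). psb27, an assembly factor, fell by 1.51 there (0.0171), though not with either mutant left out.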

In general, transcript levels for PSII genes are similar in WL and FRL (see Figure 2, Supplementary Figure S7, and Supplementary Tables S3, S4). 

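psbB1 and psbC1, for the inner antenna proteins, had log2 changes of 0.03 (SE 0.34, edgeR adjusted p 0.971) and 0.58 (SE 0.36, 0.335) in FRL over the 2 WT pairs. psbH1 had one of 0.27 (SE 0.32, 0.648) and psbD1 one of 1.31 that missed the threshold (SE 0.38, 0.0546). With totals that omit the FaRLiP genes psbD1 passed (0.0119). Of the psbA genes for D1, UYEDRAFT_06591 had a log2 change of 0.15 (0.882) and UYEDRAFT_01193 one of 1.69 (0.0515). A test that does not pass leaves room for changes below its reach.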

Paralogous genes for PSII components (*psbA, psbB1, psbC1, psbD1*, and *psbH1*) that are expressed in WL are still expressed at substantial levels after 48 h in FRL. This may help to explain the observation that fluorescence emission from PSII complexes containing only Chl *a* continues to be observed, and perhaps is even enhanced, in *rfpABC* mutants that are unable to express the genes of the FaRLiP cluster (Zhao et al., 2015; Ho et al., 2017a). Relative transcript levels for two *psbA* genes increase differently in WT and *rfpBC* mutants in FRL. Relative transcript abundances for *psbA* genes, UYEDRAFT_00012 and UYEDRAFT_05947, increase 10- and 36-fold, respectively, in WT cells grown in FRL; however, the relative transcript levels for these two genes increase 22- and 67-fold in *rfpB* mutant and 40- and 90-fold in *rfpC* mutant. These data indicate that the PSII subunits encoded by these two *psbA* genes may have enhanced roles in FRL when FaRLiP is not functional, or may simply be much more highly transcribed when RNA polymerase is not so extensively transcribing the genes of the FaRLiP gene cluster (Figure 2, Supplementary Figure S7, and Supplementary Table S4).

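The psbA gene UYEDRAFT_05947 rose by log2 3.98 in FRL over the 2 WT pairs (SE 0.65, edgeR adjusted p 0.00567), at 6.88-fold and 36.2-fold, and UYEDRAFT_00012 by 2.44 (SE 0.52, 0.0170, without the second pair 0.0658), at 3.00-fold and 9.87-fold. They rose in the rfpB and rfpC mutants without Em by 6.28 (SE 0.70, 0.000754), at 67.2-fold and 90.1-fold, and 4.89 (SE 0.56, 0.000985), at 22.0-fold and 40.0-fold. D1 turns over quickly under light stress. The larger response of the mutants was not called for either gene (interaction p 0.692 and 0.556), except without the second WT pair (0.0233 and 0.0228). psbA genes are close in sequence. Reads without a unique position were removed, and how the remaining ones divide between these genes could not be checked.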

### Transcriptional Response to FRL of Some Other Genes Related to Photosynthesis

Relative transcript levels for most genes encoding enzymes of tetrapyrrole biosynthesis are higher in cells grown in WL than in cells grown in FRL, and this is the case for both the WT as well as the *rfpABC* mutants (Supplementary Tables S3, S4). This is consistent with the observation that cellular Chl contents are lower in FRL than in WL in both *Synechococcus* 7335 and *C. fritschii* 9212 (data not shown; Ho et al., 2017a,b). 

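In FRL 8 of 31 tetrapyrrole genes fell and 1 rose over the 2 WT pairs (12 and 4 over the list alone), with a median log2 change of −0.79. chlN and chlL, for the light-independent reductase of chlorophyll synthesis, fell by 2.88 (SE 0.34, edgeR adjusted p 0.00117) and 2.65 (SE 0.33, 0.00136), and hox1 by 2.57 (SE 0.32, 0.00145). chlN in the rfpB and rfpC mutants without Em fell by 2.97 (SE 0.34, 0.000986), but the list stood at 3 higher and 3 lower (3 and 7 over the list alone), with a median of −0.01 (camera adjusted p 0.472). By ratio the rfpB mutant had 16 genes higher and 15 lower. camera called the WT list (adjusted p 0.0170), with an estimated correlation the p was 0.492, and under TMM scaling it was 0.0767.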

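acsF2, for the low-oxygen cyclase of chlorophyll synthesis, rose by log2 2.17 in FRL over the 2 WT pairs (SE 0.42, edgeR adjusted p 0.0120) and by 4.02 in the rfpB and rfpC mutants without Em (SE 0.45, 0.000845). hemN2 and ho2, whose enzymes also serve at low oxygen, rose in the mutants by 2.25 (SE 0.55, 0.0203) and 3.07 (SE 0.59, 0.00859). In WT they had log2 changes of 1.90 (SE 0.62, 0.0791) and 1.52 (SE 0.64, 0.162) that did not pass, and a difference from the mutants was not called (interaction p 0.887 and 0.692). hemH missed in both, at 1.29 (SE 0.39, 0.0629) and 1.10 (SE 0.38, 0.0675), and so did hemN, with WT ratios of 0.500 and 3.79. With totals that omit the FaRLiP genes hemN2 and hemH passed in WT (0.0266 and 0.0129), and in the mutants hemN2 did not pass with either one left out.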

Exceptions include *hemN*, *hemN*2, *acsF2*, *hemH*, and *ho2*, for which transcripts are more abundant in both the WT and *rfpABC* mutants in cells grown in FRL. Oxygen suppresses the transcription of four of these genes by inactivation of a [4Fe-4S] cluster in ChlR, a transcriptional activator for these genes, whose products have higher affinity for oxygen (Ludwig et al., 2014). These data indicate that the intracellular oxygen levels of cells grown in FRL are probably much lower than those in cells grown in WL. During the transition period when remodeling of the PS apparatus is occurring, it is probable that PSII activity is lower, and potentially respiratory activity is higher, than in cells grown in WL. Relative transcript levels for genes involved in synthesis of carotenoids and their precursors show similar trends to those for tetrapyrroles. 

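crtW1, for a ketolase that makes keto-carotenoids, fell by log2 4.86 in FRL over the 2 WT pairs (SE 0.82, edgeR adjusted p 0.00628, without the second pair 0.0715) and 5.10 in the rfpB and rfpC mutants without Em (SE 0.73, 0.00253). crtB, for phytoene synthase, fell by 1.44 (SE 0.40, 0.0474) and 1.95 (SE 0.40, 0.0108), the first lost under TMM scaling (0.122), and either call with 1 pair fewer. Of 22 carotenoid genes 3 fell in WT (4 lower and 1 higher over the list alone), with a median log2 change of −0.72 and a camera adjusted p of 0.0811. In the mutants 4 fell and 1 rose (8 and 2 over the list alone), with a median of −0.61 (camera adjusted p 0.0463, with an estimated correlation p 0.509). cruP, for a lycopene cyclase homologue, rose by 1.57 (0.0267).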

Compared to cells grown in WL, their transcript levels are generally lower in both WT and *rfpBC* mutant cells grown in FRL (Supplementary Tables S3, S4). This is consistent with the observation that carotenoid levels in cells acclimated to FRL are similar to or lower than levels in WL-grown cells (Ho et al., 2017a).

*Chlorogloeopsis fritschii* 9212 contains a cluster of three genes that are homologous to the *apcD4-apcB3-isiX* genes found in low-light-adapted ecotypes of *Synechococcus* spp. of hot spring microbial mats (Olsen et al., 2015). In thermophilic *Synechococcus* spp. strains, these genes are also associated with a putative cyanobacteriochrome that is located adjacent to this gene cluster, and they are responsible for a different photoacclimation response, Low-Light-Photoacclimation (LoLiP) (Gan and Bryant, 2015; Nowack et al., 2015; Olsen et al., 2015; Ho et al., 2017c). Although the *isiX*, *apcB3*, and *apcD4* genes are adjacent to each other in *C. fritschii* 9212, *isiX* is transcribed in the opposite direction from *apcB3-apcD4*, which indicates that they must be expressed from different promoters. 

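isiX rose by log2 2.25 in FRL in the rfpB and rfpC mutants without Em (SE 0.43, edgeR adjusted p 0.00800), at 4.21-fold and 5.39-fold, but not with either mutant left out (0.0700 and 0.124). In WT it had a log2 change of 0.64 (SE 0.41, 0.362), with ratios of 1.15 and 2.12. apcD4 and apcB3, for allophycocyanin subunits made in low light, had log2 changes of −1.16 (SE 0.51, 0.185) and −1.38 (SE 0.45, 0.0815) in WT and 0.63 (0.380) and 0.67 (0.293) in the mutants. A list of 3 genes is too small for camera, so it was not tested as a group.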

Transcript levels for *isiX* are higher than those for *apcD4* and *apcB3* in FRL, particularly in the *rfpABC* mutants, but the pattern of expression and transcript levels for these three genes in *C. fritschii* 9212 indicates that these genes are probably not specifically involved in acclimation to FRL and are not regulated by RfpABC (Supplementary Tables S3, S4).

The orange carotenoid protein (OCP) of cyanobacteria binds a ketocarotenoid, 3′-hydroxyechinenone, and OCP is thought to bind to PBS and quench energy transfer non-photochemically from PBS to the photosystems (Kerfeld et al., 2003; Kirolovsky and Kerfeld, 2013, 2016). Energy transfer can be restored through the action of the fluorescence recovery protein (FRP) (Sutter et al., 2013). It has recently been recognized that proteins homologous to the N-terminal and C-terminal domains of OCP also occur in cyanobacteria (Melnicki et al., 2016). The former proteins are known as helical carotenoid proteins (HCP) and the latter are C-terminal domain homologs (CTDH), but the functions of neither group are currently known. *C. fritschii* 9212 has single-copy genes for OCP1 (UYEDRAFT_03370), FRP (UYEDRAFT_03371), and one CTDH (UYEDRAFT_00381). Relative transcript levels of OCP1, HCP1 (UYEDRAFT_05176), and HCP4 (UYEDRAFT_00380) are generally lower in FRL in both WT and mutants (Supplementary Table S4). 

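HCP4 fell by log2 2.10 in FRL over the 2 WT pairs (SE 0.44, edgeR adjusted p 0.0161, with totals that omit the FaRLiP genes 0.0501) and 3.84 in the rfpB and rfpC mutants without Em (SE 0.45, 0.00101). OCP1, for the orange carotenoid protein that quenches phycobilisomes, fell in the mutants by 3.22 (SE 0.44, 0.00210, without rfpB 0.0537), and its WT change of −1.38 did not pass (SE 0.43, 0.0708). HCP1 fell in the mutants by 2.02 (SE 0.55, 0.0301), a call lost under TMM scaling (0.0530) and with either mutant left out, and in WT had ratios of 1.92 and 0.365 (log2 −0.27, SE 0.58, 0.815). Of the 7 genes of this list 1 fell in WT (2 over the list alone), with a camera adjusted p of 0.717, and 3 in the mutants (3 over the list alone), with 0.00579 and with an estimated correlation p 0.509. The responses differed for the list (median log2 1.70, camera adjusted p 0.000525, with an estimated correlation p 0.842) and for no single gene.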

Like OCP1, HCP4 can dissipate energy from PBS under high light conditions (López-Igual et al., 2016). It is likely that FRL is perceived as a low-light condition for cells, so the expression of proteins involved in photoprotection might decrease in FRL for this reason.

### Balancing the Redox Potential in Thylakoid Membranes in FRL

We hypothesize that during the initial period of acclimation, when cells are transferred from WL to FRL but before full acclimation to FRL has occurred, the photosynthetic apparatus will be inefficient in harvesting FRL and might be unable to maintain the redox potential balance of the plastoquinone pool. The plastoquinone pool could be quickly oxidized because of limited oxidation of water by PSII and increased respiration (see above). As a result, relative transcript levels of genes encoding subunits of WL-PSII might initially increase in FRL as a response to the oxidized plastoquinone pool. The transcriptional regulation of PSII genes by the redox state of plastoquinone pool has been demonstrated in the chloroplast in plants (Pfannschmidt et al., 1999). When RfpABC are present, cells eventually acclimate to FRL by replacing WL-type PSI and PSII with remodeled FRL-type photosystems, which should ultimately reestablish the balance of the redox state of the plastoquinone pool. This could be the reason that the transcript abundance of two *psbA* genes (UYEDRAFT_00012 and UYEDRAFT_05947) are two–threefold higher in *rfpBC* mutant than WT cells in FRL (Supplementary Tables S3, S4). 

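The psbA gene UYEDRAFT_00012 was 7.04-fold higher in the rfpB mutant and 11.9-fold higher in rfpC than in WT, both in FRL without Em. Its log2 difference of 3.24 missed the threshold (SE 0.64, edgeR adjusted p 0.0608), while the DESeq2 Wald test called it (adjusted p 1.01e-05). UYEDRAFT_05947 was 1.89-fold and 2.03-fold higher, with a log2 difference of 0.97 (SE 0.51, 0.565). Both encode D1, the PSII subunit replaced after light damage. WT has 1 library in this comparison. The FaRLiP genes took up 35.4% of its counts, which lowers every other gene of WT, so both folds are smaller with totals that omit them.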

We also observed enhanced fluorescence emission from WL-type PSII in the *rfpABC* mutants (Figure 4 in Zhao et al., 2015 and Figure 5 in Ho et al., 2017a), which might result from enhanced expression of PSII genes due to the redox state of the plastoquinone pool (but not directly controlled by RfpABC).

In addition, to maintain the redox state of the plastoquinone during the initial period of acclimation to FRL, transcript levels for genes encoding the enzymes of the TCA cycle, pyruvate dehydrogenase, NADH dehydrogenase and succinate dehydrogenase (*sdhA* and *sdhB*) do not decrease much or at all in cells acclimating to FRL (Supplementary Tables S3, S5). However, genes for cytochrome oxidase and ATP synthase generally decrease in cells acclimating to FRL. 

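Of 13 TCA cycle genes none passed the edgeR test in FRL over the 2 WT pairs, with a median log2 change of −0.13 that the camera test placed on the higher side of all genes (adjusted p 0.895). sdhA and sdhB, for succinate dehydrogenase, had log2 changes of −0.49 (SE 0.33, edgeR adjusted p 0.379) and 0.30 (SE 0.35, 0.641). pdhA and pdhB, for pyruvate dehydrogenase, had −0.45 (0.444) and −0.13 (0.847). Of 22 NADH dehydrogenase genes 1 rose (0 over the list alone), with a median of −0.16 (camera adjusted p 0.875). Of the 22, 2 fell in the rfpB and rfpC mutants without Em (1 over the list alone), with a median of −0.42 (camera adjusted p 0.0463, with an estimated correlation p 0.509). Of 5 pyruvate metabolism genes 2 fell in WT, with a median of −0.29 (camera adjusted p 0.0888).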

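ctaEI and ctaDI, for cytochrome oxidase subunits, fell by log2 1.32 (SE 0.35, edgeR adjusted p 0.0405) and 1.16 (SE 0.32, 0.0495) in FRL over the 2 WT pairs, both lost under TMM scaling (0.109 and 0.168) and without the second pair (0.0594 and 0.0804). They were the 2 of 9 oxidase genes called (5 over the list alone), with a median of −1.16 and a camera adjusted p of 0.0482, and with an estimated correlation a p of 0.415. ctaEI and ctaDI fell in the rfpB and rfpC mutants without Em too, by 1.46 (0.0186) and 1.27 (0.0236), but not with either one left out. Of 19 ATP synthase genes 5 fell in WT (8 over the list alone), with a median of −1.03 and a camera adjusted p of 0.0639. Among mutants 10 of them fell (10 over the list alone), with a median of −1.78 (camera adjusted p 0.000640, with an estimated correlation p 0.435). For ATP synthase the responses differed by a median of log2 0.73 (camera adjusted p 0.00863, with an estimated correlation p 0.671), without a call for any gene.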

Complexes for respiratory and photosynthetic electron transport are located in thylakoid membrane in cyanobacteria, and they share the same mobile electron carriers, plastoquinone and plastocyanin or cytochrome *c*_6_ (Mullineaux, 2014; Liu, 2016). NADH dehydrogenase and succinate dehydrogenase can also supply electrons to the plastoquinone pool in the dark or when the rate of photosynthetic electron transfer is low (Mullineaux, 2014; Liu, 2016). Cells might use oxidoreductases other than WL-type PSII (i.e., NADH dehydrogenase or succinate dehydrogenase) to assist in reducing plastoquinone to maintain the redox balance of the plastoquinone pool and provide electrons for metabolism (see below). These effects would be attenuated in WT but not in the *rfpABC* mutants in the long-term because WT cells can eventually remodel their photosynthetic apparatus, and both FRL-type PSI and PSII can productively utilize FRL and rebalance the redox state of the plastoquinone pool.

### Transcriptional Responses of Other Metabolic Processes to FRL

Considering the very large increases and decreases in relative transcript levels that occur for 1000’s of genes when cells are shifted from WL to FRL (Figure 2 and Supplementary Figure S7), it was of interest to examine transcription patterns for genes other than those encoding photosynthesis-related functions. 

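By camera with a preset correlation the lists of fatty acid desaturases, ribosomal proteins and transhydrogenase were among those lower in FRL over the 2 WT pairs, and those of beta-oxidation, protein breakdown and threonine dehydrogenase among those higher, none of which passed with an estimated correlation. Of the 16 protein breakdown genes 2 rose by themselves. Of 5 transhydrogenase genes, which trade NADH for NADPH, 4 fell (5 over the list alone), with a median log2 change of −1.49 (camera adjusted p 0.00713, with an estimated correlation p 0.415). Of 7 genes listed with threonine dehydrogenase 2 rose and 1 fell (4 and 1 over the list alone), with a median of 2.06 (camera adjusted p 0.0142, under TMM scaling 0.0815, with an estimated correlation p 0.442). The Calvin cycle list, for carbon fixation, had 3 of 14 lower (4 over the list alone), with a median of −0.65 (camera adjusted p 0.0811). In all 12 of 30 lists passed camera, 8 lower and 4 higher, and with an estimated correlation only the FaRLiP list did. By fry 16 of the 30 passed. More lists were called lower without the first WT pair and fewer without the second.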

General conclusions are that relative transcript levels for biosynthetic processes are lower, while transcript levels for biomolecule turnover and degradation are higher, in cells grown in FRL for 48 h. For example, in spite of the extensive remodeling of the photosynthetic apparatus that occurs, transcript levels for genes encoding ribosomal proteins are generally much lower (∼10–99%) after 48 h in FRL (Supplementary Tables S3, S5). 

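Of 59 ribosomal protein genes 43 fell in FRL over the 2 WT pairs and none rose (48 lower and 1 higher over the list alone), with a median log2 change of −1.55. The gene of protein L10 (UYEDRAFT_03229) fell most, by 5.98, and was 98.8% lower in the second set. The gene of L7/L12 (UYEDRAFT_03230), which forms the stalk of the large subunit together with L10, fell by 5.09. camera called the list (adjusted p 3.58e-28), with an estimated correlation the p was 0.237, and fry gave an adjusted p of 0.00472. With totals that omit the FaRLiP genes the median was −0.91.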

Although relative transcript levels for genes encoding ribosomal proteins were also lower in the *rfpBC* mutants, the decreases were generally somewhat less severe when transcription of the FaRLiP gene cluster could not occur. These observations are counter-intuitive, because less translational machinery should be required in cells that are unable to acclimate to FRL and that grow more slowly as a result (Ho et al., 2017a; Gan et al., unpublished results). This is consistent with the notion that the transcriptional machinery is less occupied with the very high levels of expression of the FaRLiP gene cluster in the mutants, as noted above. 

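In the rfpB and rfpC mutants without Em 37 of 59 ribosomal protein genes fell in FRL and 1 rose (43 and 2 over the list alone), with a median log2 change of −1.68. By ratio the median was 0.337 in rfpB and 0.292 in rfpC. The responses of WT and mutants differed by a median of log2 −0.09, with no gene called and a camera adjusted p of 0.762. camera called the fall in the mutants (adjusted p 5.81e-24), with an estimated correlation the p was 0.435, and fry gave 0.0120. In FRL WT stood below the mutants for 54 of the 59 genes, with a median of log2 −0.28, which was 0.00 under TMM scaling and 0.35 with totals that omit the FaRLiP genes, so its direction follows the scaling.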

Concerning the transcriptional apparatus, transcript levels for genes encoding the core subunits of RNA polymerase do not change much when WT cells of *C. fritschii* 9212 are grown in FRL for 48 h. However, relative transcript levels for two sigma factors (UYEDRAFT_00237 and UYEDRAFT_05654) increase ∼2-fold, and similar trends are observed in the *rfpBC* mutant strains (Supplementary Tables S4, S5). 

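The genes for the beta (UYEDRAFT_04754), gamma (UYEDRAFT_04753) and omega (UYEDRAFT_02722) subunits of RNA polymerase had log2 changes of 0.02 (edgeR adjusted p 0.985), 0.07 (0.930) and −0.02 (0.984) in FRL over the 2 WT pairs. The beta' gene (UYEDRAFT_04752) had one of −0.26 (0.663). The alpha gene (UYEDRAFT_05620), for the subunit on which the enzyme assembles, fell by 1.43 (SE 0.36, 0.0340), and by 1.20 in the rfpB and rfpC mutants without Em (0.0416), where the call needed both mutants. The WT fall was lost under TMM scaling (0.101) and without the first pair (0.0518) or the second (0.0647).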

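UYEDRAFT_00237 was 3.04-fold and 2.33-fold higher in FRL in the 2 WT pairs, a log2 change of 1.41 that did not pass (SE 0.42, edgeR adjusted p 0.0639). UYEDRAFT_05654 had WT ratios of 0.623 and 2.16, opposite in direction (log2 0.26, SE 0.56, 0.815). For rfpB and rfpC without Em their log2 changes were 0.85 (SE 0.42, 0.161) and 1.04 (SE 0.54, 0.181). Sigma factors steer RNA polymerase to sets of promoters. With totals that omit the FaRLiP genes UYEDRAFT_00237 passed in WT (0.0156).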

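The sigma factor gene UYEDRAFT_04243 fell by log2 4.94 in FRL over the 2 WT pairs (SE 0.82, edgeR adjusted p 0.00607), and UYEDRAFT_01301, a sigma-70 gene, by 2.44 (SE 0.61, 0.0322). UYEDRAFT_05837, an extracytoplasmic function sigma factor, fell by 1.92 (SE 0.44, 0.0233). The same 3 fell in the rfpB and rfpC mutants without Em, by 6.69 (SE 0.77, 0.000985), 5.21 (SE 0.62, 0.00119) and 1.74 (0.0208). Of 17 RNA polymerase and sigma factor genes 4 fell in WT (5 lower and 1 higher over the list alone), with a median of −0.26 (camera adjusted p 0.258). In the mutants 6 fell, with a median of −0.30 (camera adjusted p 0.0459, with an estimated correlation p 0.435). With totals that omit the FaRLiP genes the WT calls of UYEDRAFT_01301 and UYEDRAFT_05837 were lost (0.0740 and 0.0758), as they were without the second pair (0.0891) and the first (0.0785).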

Transcript levels for several other genes encoding sigma factors decreased substantially (∼80–98%) in FRL. These patterns indicate that changes in gene expression upon a shift from WL to FRL could at least partly be due to changes in the pool of sigma factors available to RNA polymerase with accompanying changes in promoter selection by RNA polymerase.

The synthesis and degradation of fatty acids and lipids provide an additional example of differential regulation in WL and FRL. 

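Of 17 fatty acid synthesis genes 5 fell in FRL over the 2 WT pairs (8 over the list alone), with a mean log2 change of −0.98 (camera adjusted p 0.0119, with an estimated correlation p 0.415). fabG (UYEDRAFT_00835), for a ketoacyl reductase, fell by 2.80 (SE 0.39, edgeR adjusted p 0.00257). All 5 desaturase genes were lower, with 4 called (5 over the list alone), a median of −2.85 (camera adjusted p 8.82e-05, with an estimated correlation p 0.415) and desB at −3.38 (SE 0.42, 0.00145). In the rfpB and rfpC mutants without Em 7 synthesis genes fell and 1 rose (8 and 2 over the list alone), with a median of −1.09 (camera adjusted p 0.0327, with an estimated correlation p 0.509). fadE, fadA and fadN of beta-oxidation rose in WT by 3.92 (SE 0.57, 0.00318), 3.88 (SE 0.57, 0.00323) and 3.89 (SE 0.57, 0.00326), and fadD by 3.22 (SE 0.46, 0.00276).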

Relative transcript levels for genes involved in the synthesis of fatty acids and lipids are lower (∼10–60%) in WT and *rfpBC* mutant cells grown in FRL, but transcript levels of genes encoding enzymes required for β-oxidation of fatty acids (UYEDRAFT_05553 to UYEDRAFT_05556) are ∼10-fold higher in the WT after 48 h in FRL. In the *rfpBC* mutants, transcript levels for these genes were even higher (15- to 70-fold) (Supplementary Tables S3, S5). Similarly, relative transcript levels for some cellular and extracellular proteases are higher in cells grown in FRL, and this trend is also observed in the *rfpBC* mutants (Supplementary Tables S3, S5). 

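fadE was 16.7-fold higher in FRL in the rfpB mutant and 68.1-fold in rfpC, fadA 15.3-fold and 70.6-fold, and fadD, for the enzyme that activates fatty acids, 14.9-fold and 46.5-fold. fadD rose by log2 4.71 over both mutants (SE 0.50, edgeR adjusted p 0.000666) and fadE by 5.06 (SE 0.61, 0.00121). Of the 7 beta-oxidation genes 6 rose in the mutants and 4 in WT (the same over the list alone), with medians of 4.71 and 3.22. camera called the lists (adjusted p 1.72e-06 in the mutants, with an estimated correlation p 0.435, and 7.3e-05 in WT, with an estimated correlation p 0.415). The responses differed by a median of log2 −1.17 (camera adjusted p 0.0279, with an estimated correlation p 0.874) without a call for any gene. In FRL the genes were lower in WT than in the mutants by a median of log2 2.28, with 0 of 7 called and 6 over the list alone.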

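Of 16 genes for the breakdown of proteins and peptides 2 rose in FRL over the 2 WT pairs and none fell (2 over the list alone), with a median log2 change of 0.65 (camera adjusted p 0.00262, with an estimated correlation p 0.442). The gene of a PfpI-type protease (UYEDRAFT_04549) rose by 3.53, at 22.3-fold and 6.11-fold. Without Em 5 of them rose in the rfpB and rfpC mutants (6 over the list alone), with a median of 1.09 (camera adjusted p 0.00579, with an estimated correlation p 0.509). UYEDRAFT_04549 was 15.9-fold and 27.6-fold higher there, and an ftsH gene, whose product removes damaged D1, 9.36-fold higher in rfpC. The 14 Clp protease genes, taken apart from these, had none called in WT.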

Relative transcript levels for cyanophycin synthase (UYEDRAFT_03270) are similar in cells grown in WL or FRL, but transcripts for two cyanophycinases (UYEDRAFT_03269 and UYEDRAFT_02864) decrease slightly (Supplementary Tables S3, S5). On the other hand, transcript levels for genes encoding enzymes for the degradation of glycogen and other polysaccharides are relatively lower or unchanged in cells grown in FRL. Furthermore, in *C. fritschii* 9212 WT and the *rfpBC* mutants, transcript levels for carbohydrate transporters, glycolysis, the oxidative pentose phosphate pathway and the TCA cycle either decrease or do not change dramatically when cells are shifted from WL to FRL for 48 h (Supplementary Tables S3, S5). 

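cphA, for cyanophycin synthetase, had a log2 change of 0.10 in FRL over the 2 WT pairs (SE 0.36, edgeR adjusted p 0.898). The cyanophycinase gene UYEDRAFT_03269 had one of −0.19 (SE 0.56, 0.877). For the other, UYEDRAFT_02864, the 2 pairs were opposite, with ratios of 2.95 and 0.348 (log2 0.01, SE 0.63, 0.997). UYEDRAFT_02864 fell by log2 1.52 without the first pair (0.0244) and rose by 1.56 without the second (0.0199). The 2 cyanophycinase genes had changes of −1.17 (0.156) and −1.75 (0.0623) in the rfpB and rfpC mutants without Em, and the DESeq2 Wald test called the second (0.0140). Cyanophycin is a nitrogen store that cyanophycinase opens up.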

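The alpha-glucan phosphorylase gene UYEDRAFT_06356 fell by log2 4.27 in FRL over the 2 WT pairs (SE 0.40, edgeR adjusted p 0.000313) and 4.74 in the rfpB and rfpC mutants without Em (SE 0.41, 0.000666). Phosphorylases release glucose phosphate from the ends of glycogen. It was the 1 of 7 glycogen breakdown genes called in WT (1 over the list alone), with a median log2 change of −0.88 (camera adjusted p 0.0592, fry 0.00243). In the mutants glgX (UYEDRAFT_04910), for a debranching enzyme, fell as well, by 1.74 (0.0401, without rfpB 0.219), with 2 lower for the list (2 and 1 higher over the list alone) and a median of −0.31 (camera adjusted p 0.0947).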

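Of 21 carbohydrate transport genes 1 rose and 3 fell in FRL over the 2 WT pairs (1 and 5 over the list alone), with a median log2 change of 0.03, a mean of −0.39 and a camera adjusted p of 0.586 on the lower side. Of 13 glycolysis genes 2 fell, with a median of −0.95 (camera adjusted p 0.0592), and of 13 genes of the oxidative pentose phosphate cycle, which makes NADPH, 1 fell, with −0.69 (0.182). In the rfpB and rfpC mutants without Em 2 transport genes fell, with a median of 0.18 (camera adjusted p 0.676), and 3 glycolysis and 2 pentose phosphate genes, with −0.58 and −0.53 (0.0947 each). No TCA cycle gene passed there, with a median of 0.17 (camera adjusted p 0.729). Of 52 genes of fermentative metabolism 3 rose and 4 fell in WT (4 and 4 over the list alone), with a median of 0.22 and a mean of −0.07 (camera adjusted p 0.215). Transport was not uniform by ratio, since UYEDRAFT_06233 was 8.61-fold higher and UYEDRAFT_05393 83.3% lower in WT in the second set.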

During the transition from WL to FRL, cells apparently experience short-term (WT) or perhaps even longer-term (*rfpABC* mutants) energy and reductant limitation. Collectively, the transcriptional profiling data indicate that at least some of the energy and reducing power, as well as some of the fixed carbon, nitrogen, and precursor metabolites required for remodeling of the photosynthetic apparatus, probably come from the degradation of proteins (e.g., WL-produced PBPs and possibly photosystem complexes) and the β-oxidation of fatty acids (reduction in total thylakoid membranes) but less from the breakdown of glycogen or polysaccharides. This may reflect the fact that photosynthesis is initially limited when cells are shifted from WL to FRL.

Thylakoid membranes are lipid bilayer membranes that are densely packed with protein complexes (Liu, 2016). Similar observations concerning reduction of the PBP content of cells in FRL are seen for *Leptolyngbya* sp. JSC-1 (Gan et al., 2014) and *H. hongdechloris* (Chen et al., 2012; Li et al., 2014). The lower total Chl content per cell indicates that there is less photosynthetic apparatus per cell, and in particular that there are probably fewer PSI complexes per cell, because most of the Chls are associated with PSI in cyanobacteria (Fujita and Murakami, 1987). The levels of PBPs and Chls are also lower in the *rfpB* and *rfpC* mutants of *Synechococcus* 7335, although slightly less so than in the WT (Ho et al., 2017a,c). Overall, the transcript abundance differences for proteases and enzymes for β-oxidation of fatty acids, as well as increased transcript levels for the *nblA* genes noted above, suggest that cells acclimating to FRL probably actively degrade some PBP and PSI complexes during the period when the photosynthetic apparatus is being remodeled.

Except for the genes in FaRLiP gene cluster, the transcriptional changes that occur when *C. fritschii* 9212 is shifted from WL to FRL appear to be largely independent of regulation by the RfpABC regulators. 

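Of 6424 genes tested, 20 responded differently to FRL in WT and in the rfpB and rfpC mutants without Em, 15 of them FaRLiP genes (18 over the list alone), with a median log2 difference of 11.24 for the cluster. Also called was UYEDRAFT_01173, a gene that by its number lies within the cluster, between psbH2 and psaF2. The others were nblA1, psaA1, psaB1 and cpcG4 (log2 −3.34, SE 0.55, interaction p 0.0462), the last of which was lost under TMM scaling (0.0909), without the first WT pair (0.0769) and without rfpB (0.213) or rfpC (0.133). The paper concludes, from changes shared by WT and the mutants outside the cluster, that most of the far-red response appears not to depend on RfpA, RfpB and RfpC. Outside the cluster the WT ratios of the second set correlated with those of rfpB at r 0.815 and of rfpC at 0.821. Of 1834 such genes past 2-fold in WT and rfpB 98.5% had the same direction. The first WT pair gave 0.477 and 0.422 against the same mutants, so the figure depends on the set the WT pair comes from. The interaction test recovered 18% of simulated 4-fold differences, 64% of 8-fold ones and 98% of 32-fold ones. The simulation gave all genes the same spread, and in the data the test called 15 of the 20 FaRLiP genes, so large differences can be missed too. An unadjusted p below 0.05 was found for 401 genes, which includes those expected by chance. Regulator-dependent changes in other genes are therefore not ruled out.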

RfpABC-independent responses could be regulated at the transcriptional level by specific transcription factors, by changes in RNA polymerase sigma factor utilization, and possibly by other photoreceptors. In addition to RfpA, at least 31 other phytochromes and cyanobacteriochromes are encoded in the *C. fritschii* 9212 genome (Supplementary Tables S3, S5). 

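Of 31 phytochrome and cyanobacteriochrome genes 1 changed in FRL over the 2 WT pairs, with a fall (1 over the list alone) and a median log2 change of 0.05 (camera adjusted p 0.577). Within 2-fold were 19 of them in the second set, with 9 above and 3 below. In the rfpB and rfpC mutants without Em 7 rose and 3 fell (12 and 3 over the list alone), with a median of 1.01 (camera adjusted p 0.0947), and 14 and 15 of the 31 were over 2-fold higher by ratio. These proteins bind bilins and switch between forms that absorb different colours. camera did not call a difference between the responses of WT and mutants for the list (median log2 −0.59, adjusted p 0.321), which does not show that they were equal. rfpA, in the cluster, rose in WT by log2 6.95 (SE 0.75, edgeR adjusted p 0.000674).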

Relative transcript levels for most of these potential photoregulatory proteins are unchanged in response to a shift from WL to FRL, and only *rfpA* shows strong differential transcription. Based on the transcriptional profiling analyses described above, some responses in *C. fritschii* 9212 upon transfer from WL to FRL for 48 h are summarized in Figure 9.

**FIGURE 9:**
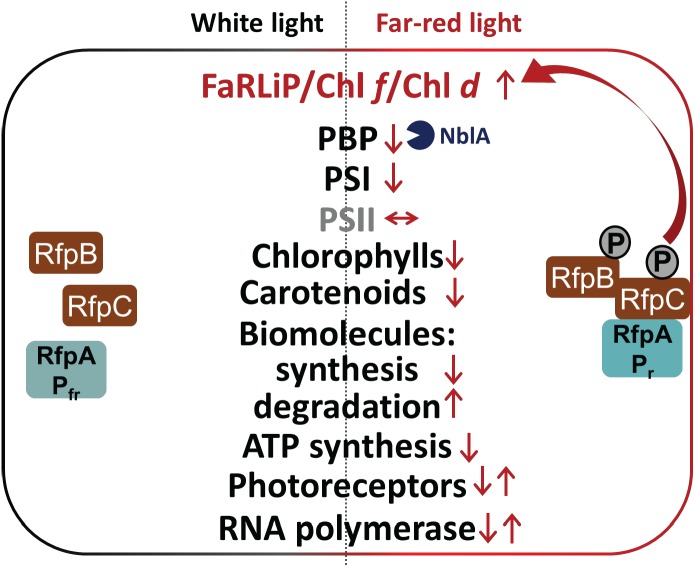
Summary of changes in relative transcription levels for selected gene categories in *C. fritschii* 9212 cells in WL and FRL. Small upward arrows indicate that relative transcript levels are generally higher and downward arrows indicate lower relative transcript abundances. Paired upward and downward arrows indicate that specific genes in these categories show increases or decreases, respectively. Increased transcript levels for *nblA* in FRL probably lead to higher NblA protein levels, which further contributes to lowering of PBP levels in cells grown in FRL by enhancing degradation of PBPs in FRL (blue Pacman). The RfpABC regulators activate transcription of the genes in the FaRLiP cluster, including the genes encoding these three proteins, in FRL as shown indicated by the two arrows. Most other responses to FRL are independent of RfpABC regulation. In FRL *C. fritschii* 9212 WT cells have transcriptional responses to reduce their overall rates of photosynthesis and growth, anabolism, and energy production, while enhancing the degradation of lipids and fatty acids and proteins to produce energy, reducing power and precursor metabolites.

## Conclusion

In this study we definitively establish that the RfpABC regulatory proteins control Chl *d* synthesis as well as specific cellular responses involving the FaRLiP gene cluster (Figure 9). We document an extraordinary and initially confounding artifact by showing that addition of Em to WT or *rfp* mutants of *C. fritschii* 9212 leads to Chl *d* synthesis in cells grown in WL or FRL. Although the key catalyst/enzyme in Chl *d* biosynthesis is still unknown, our results strongly suggest that Chl *d* synthase is encoded within the FaRLiP gene cluster. We further demonstrate that thiol compounds or proteins with active-site cysteine residues could play a role in catalyzing Chl *d* formation. Finally, other physiological and metabolic responses to FRL seem to be regulated by photosensors other than RfpA, other sensor kinases, alternative sigma factors for RNA polymerase, other transcriptional regulators, or growth-rate-related transcriptional regulators. Because the FaRLiP response is weakly activated in the *rfpA* mutant when cells of this mutant are exposed to FRL for extended periods of time, it might be interesting in future studies to determine which red/far-red photoreceptor is responsible for this weaker, secondary activation of RfpC and RfpB.

## Data Availability

The datasets generated for this study can be found in NCBI GEO database, accession number GSE123329.

## Author Contributions

M-YH performed the research, analyzed the data, wrote the first draft of the manuscript, and participated in its revision. DB obtained the funding for the research, directed the research, assisted in interpretation of the results, and edited the manuscript. Both authors contributed to editing and correcting the final draft.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.pasteur.fr/en/pcc

2 https://www.ushio-optosemi.com/jp/products/led/std/pdfs/lpm/L720-06AU.pdf

## Abbreviations

Chl: chlorophyll
Em: erythromycin
FaRLiP: far-red light photoacclimation
FRL: far-red light
HPLC: high-performance liquid chromatography
IAA: iodoacetamide
LED: light-emitting diode
PBS: phycobilisome
PSI: photosystem I
PSII: photosystem II
RP: reversed-phase
WL: white light
WT: wild type.

## References

[B1] AirsR. L.TempertonB.SamblesC.FarnhamG.SkillS. C.LlewellynC. A. (2014). Chlorophyll *f* and chlorophyll *d* are produced in the cyanobacterium *Chlorogloeopsis fritschii* when cultured under natural light and near-infrared radiation. *FEBS Lett.* 538 3770–3777. 10.1016/j.febslet.2014.08.026 25176411

[B2] AllakhverdievS. I.KreslavskiV. D.ZhamukhamedovS. K.VoloshinR. A.Korol’kovaD. V.TomoT. (2016). Chlorophylls *d* and *f* and their role in primary photosynthetic process of cyanobacteria. *Biochemistry* 81 201–212. 10.1134/S0006297916030020 27262189

[B3] AverinaS.VelichkoN.SenatskayaE.PenevichA. (2018). Far-red light photoadaptations in aquatic cyanobacteria. *Hydrobiologica* 813 1–17. 10.1007/s10750-018-3519-x

[B4] BaierA.WinklerW.KorteT.LockauW.KarradtA. (2014). Degradation of phycobilisomes in *Synechocystis* sp. PCC6803: evidence for essential formation of an NblA1/NblA2 heterodimer and its codegradation by a Clp protease complex. *J. Biol. Chem.* 289 11755–11766. 10.1074/jbc.M113.520601 24610785PMC4002084

[B5] BehrendtL.BrejnrodA.SchliepM.SørensenS. J.LarkumA. W.KühlM. (2015). Chlorophyll *f*–driven photosynthesis in a cavernous cyanobacterium. *ISME J.* 9 2108–2011. 10.1038/ismej.2015.14 25668158PMC4542031

[B6] BlankenshipR. E.ChenM. (2013). Spectral expansion and antenna reduction can enhance photosynthesis for energy production. *Curr. Opin. Chem. Biol.* 17 457–461. 10.1016/j.cbpa.2013.03.031 23602382

[B7] BryantD. A. (2016). *Prospects for Enhancing Plant and Algal Biofuel Production by Expanding the Wavelength Range for Photosynthesis.* Available at: https://vtechworks.lib.vt.edu/bitstream/handle/10919/78866/ISB-News-Report-Sep16.pdf?sequence=1.

[B8] BryantD. A.CanniffeD. P. (2018). How Nature designs antenna proteins: design principles and functional realization of light-harvesting antenna systems in chlorophototrophic prokaryotes. *J. Phys. B Atom. Mol. Opt. Phys.* 51:033001 10.1088/1361-6455/aa9c3c

[B9] ChenM. (2014). Chlorophyll modifications and their spectral extension in oxygenic photosynthesis. *Annu. Rev. Biochem.* 83 317–340. 10.1146/annurev-biochem-072711-162943 24635479

[B10] ChenM.BlankenshipR. E. (2011). Expanding the solar spectrum used by photosynthesis. *Trends Plant Sci.* 16 427–431. 10.1016/j.tplants.2011.03.011 21493120

[B11] ChenM.LiY.BirchD.WillowsR. D. (2012). A cyanobacterium that contains chlorophyll *f* – a red-absorbing photopigment. *FEBS Lett.* 586 3249–3254. 10.1016/j.febslet.2012.06.045 22796191

[B12] ChenM.SchliepM.WillowsR. D.CaiZ.-L.NeilanB. A.ScheerH. (2010). A red-shifted chlorophyll. *Science* 329 1318–1319. 10.1126/science.1191127 20724585

[B13] DubbsJ. M.BryantD. A. (1991). Molecular cloning and transcriptional analysis of the *cpeBA* operon of the cyanobacterium *Pseudanabaena* species PCC 7409. *Mol. Microbiol.* 5 3073–3085. 10.1111/j.1365-2958.1991.tb01867.x 1809846

[B14] FujitaY.MurakamiA. (1987). Regulation of electron transport composition in cyanobacterial photosynthetic system: stoichiometry among photosystem I and II complexes and their light-harvesting antennae and cytochrome *b*_6_/*f* complex. *Plant Cell Physiol.* 28 1547–1553. 10.1093/oxfordjournals.pcp.a077449

[B15] FukusumiT.MatsudaK.MizoguchiT.MiyatakeT.ItoS.IkedaT. (2012). Non-enzymatic conversion of chlorophyll-*a* into chlorophyll-*d* in vitro: a model oxidation pathway for chlorophyll-*d* biosynthesis. *FEBS Lett.* 586 2338–2341. 10.1016/j.febslet.2012.05.036 22659188

[B16] GanF.BryantD. A. (2015). Adaptive and acclimative responses of cyanobacteria to far-red light. *Environ. Microbiol.* 17 3450–3465. 10.1111/1462-2920.12992 26234306

[B17] GanF.ShenG.BryantD. A. (2015). Occurrence of far-red light photoacclimation (FaRLiP) in diverse cyanobacteria. *Life* 5 4–24. 10.3390/life5010004 25551681PMC4390838

[B18] GanF.ZhangS.RockwellN. C.MartinS. S.LagariasJ. C.BryantD. A. (2014). Extensive remodeling of a cyanobacterial photosynthetic apparatus in far-red light. *Science* 345 1312–1317. 10.1126/science.1256963 25214622

[B19] Gómez-LojeroC.Leyva-CarilloL. E.Herrera-SalgadoP.Barrera-RojasJ.Ríos-CastroE.Gutiérrez-CirlosE. B. (2018). *Leptolyngbya* CCM4, a cyanobacterium with far-red photoacclimation from Cuatro Ciénegas Basin, México. *Photosynthetica* 56 342–353. 10.1007/s11099-018-0774-z

[B20] HiroseY.FujisawaT.OhtsuboY.KatayamaM.MisawaN.WakazukiS. (2016). Complete genome sequence of cyanobacterium *Fischerella* sp. *NIES-*3754, providing thermoresistant optogenetic tools. *J. Biotechnol.* 220 45–46. 10.1016/j.jbiotec.2016.01.011 26784989

[B21] HoM.-Y. (2018). *Characterization of Far-Red Light Photoacclimation in Cyanobacteria.* Doctoral dissertation, The Pennsylvania State University, University Park.

[B22] HoM.-Y.GanF.ShenG.ZhaoC.BryantD. A. (2017a). Far-red light photoacclimation (FaRLiP) in *Synechococcus* sp. PCC 7335: I. Regulation of FaRLiP gene expression. *Photosynth. Res.* 131 173–186. 10.1007/s11120-016-0309-z 27638320

[B23] HoM.-Y.GanF.ShenG.BryantD. A. (2017b). Far-red light photoacclimation (FaRLiP) in *Synechococcus* sp. PCC 7335. II. Characterization of phycobiliproteins produced during acclimation to far-red light. *Photosynth. Res.* 131 187–202. 10.1007/s11120-016-0303-5 27623780

[B24] HoM.-Y.SoulierN. T.CanniffeD. P.ShenG.BryantD. A. (2017c). Light regulation of pigment and photosystem biosynthesis in cyanobacteria. *Curr. Opin. Plant. Biol.* 37 24–33. 10.1016/j.pbi.2017.03.006 28391049

[B25] HoM.-Y.ShenG.CanniffeD. P.ZhaoC.BryantD. A. (2016). Light-dependent chlorophyll *f* synthase is a highly divergent paralog of PsbA of Photosystem II. *Science* 353:aaf9178. 10.1126/science.aaf9178 27386923

[B26] KarradtA.SobanskiJ.MattowJ.LockauW.BaierK. (2008). NblA, a key protein of phycobilisome degradation, interacts with ClpC, a HSP100 chaperone partner of a cyanobacterial Clp protease. *J. Biol. Chem.* 283 32394–32403. 10.1074/jbc.M805823200 18818204

[B27] KerfeldC. A.SawayaM. R.BrahmandamV.CascioD.HoK. K.Trevithick-SuttonC. C. (2003). The crystal structure of a cyanobacterial water-soluble carotenoid binding protein. *Structure* 11 55–65. 10.1016/S0969-2126(02)00936-X12517340

[B28] KirolovskyD.KerfeldC. A. (2013). The orange carotenoid protein: a blue-green light photoactive protein. *Photochem. Photobiol. Sci.* 12 1135–1143. 10.1039/c3pp25406b 23396391

[B29] KirolovskyD.KerfeldC. A. (2016). Cyanobacterial photoprotection by the orange carotenoid protein. *Nat. Plants* 2:16180. 10.1038/nplants.2016.180 27909300

[B30] KoizumiH.ItohY.HosodaS.AkiyamaM.HoshinoT.ShiraiwaY. (2005). Serendipitous discovery of Chl *d* formation from Chl *a* with papain. *Sci. Tech. Adv. Mater.* 6 551–557. 10.1016/j.stam.2005.06.022

[B31] KurashovV.HoM.-Y.ShenG.PiedlK.LaremoreT. N.BryantD. A. (2019). Energy transfer from chlorophyll *f* to the trapping center in naturally occurring and engineered photosystem I complexes. *Photosynth. Res.* 10.1007/s11120-019-00616-x [Epub ahead of print]. 30710189

[B32] LiH.DurbinR. (2009). Fast and accurate short read alignment with Burrows–Wheeler transform. *Bioinformatics* 25 1754–1760. 10.1093/bioinformatics/btp324 19451168PMC2705234

[B33] LiY.LinY.GarveyC. J.BirchD.CorkeryR. W.LoughlinP. C. (2016). Characterization of red-shifted phycobilisomes isolated from the chlorophyll *f*-containing cyanobacterium *Halomicronema hongdechloris*. *Biochim. Biophys. Acta* 1857 107–114. 10.1016/j.bbabio.2015.10.009 26514405

[B34] LiY.LinY.LoughlinP. C.ChenM. (2014). Optimization and effects of different culture conditions on growth of *Halomicronema hongdechloris* – a filamentous cyanobacterium containing chlorophyll *f*. *Front. Plant Sci.* 5:67. 10.3389/fpls.2014.00067 24616731PMC3934312

[B35] LiY.VellaN.ChenM. (2018). Characterization of isolated photosystem I from *Halomicronema hongdechloris*, a chlorophyll *f*-producing cyanobacterium. *Photosynthetica* 56 306–315.

[B36] LiuL.-N. (2016). Distribution and dynamics of electron transport complexes in cyanobacterial thylakoid membranes. *Biochim. Biophys. Acta* 1857 256–265. 10.1016/j.bbabio.2015.11.010 26619924PMC4756276

[B37] López-IgualR.WilsonA.LeverenzR. L.MelnickiM. R.Bourcier De CarbonC.SutterM. (2016). Different functions of the paralogs to the N-terminal domain of the orange carotenoid protein in the cyanobacterium *Anabaena* sp. PCC 7120. *Plant Physiol.* 171 1852–1866. 10.1104/pp.16.00502 27208286PMC4936580

[B38] LoughlinP. C.WillowsR. D.ChenM. (2014). In vitro conversion of vinyl to formyl groups in naturally occurring chlorophylls. *Sci. Rep.* 4:6069. 10.1038/srep06069 25119484PMC4132379

[B39] LudwigM.BryantD. A. (2011). Transcription profiling of the cyanobacterium *Synechococcus* sp. PCC 7002 using high-throughput cDNA sequencing. *Front. Microbiol.* 2:41 10.3389/fmicb.2011.00041PMC313367121779275

[B40] LudwigM.PandeliaM. E.CewC.-Y.ZhangB.GolbeckJ. H.KrebsC. (2014). ChlR protein of *Synechococcus* sp. PCC 7002 is a transcription activator that uses an oxygen-sensitive [4Fe-4S] cluster to control genes involved in pigment biosynthesis. *J. Biol. Chem.* 289 16624–16639. 10.1074/jbc.M114.561233 24782315PMC4059106

[B41] MagnusonA.KrassenH.StensjöK.HoF. M.StyringS. (2011). Modeling photosystem I with the alternative reaction center protein PsaB2 in the nitrogen fixing cyanobacterium *Nostoc punctiforme*. *Biochim. Biophys. Acta* 1807 1152–1161. 10.1016/j.bbabio.2011.05.004 21605545

[B42] MelnickiM. R.LeverenzR. L.SutterM.López-IgualR.WilsonA.PawlowskiE. G. (2016). Structure, diversity, and evolution of a new family of soluble carotenoid-binding proteins in cyanobacteria. *Mol. Plant* 9 1379–1394. 10.1016/j.molp.2016.06.009 27392608

[B43] MiyashitaH.IkemotoH.KuranoN.AdachiK.ChiharaM.MiyachiS. (1996). Chlorophyll *d* as a major pigment. *Nature* 383:402. 10.1038/383402a0 14747075

[B44] MiyashitaH.OhkuboS.KomatusH.SorimachiY.FukayamaD.FujinamaD. (2014). Discovery of chlorophyll *d* in *Acaryochloris marina* and chlorophyll *f* in a unicellular cyanobacterium, strain KC1, isolated from Lake Biwa. *J. Phys. Chem. Biophys.* 4:149 10.4172/2161-0398.1000149

[B45] MullineauxC. W. (2014). Co-existence of photosynthetic and respiratory activities in cyanobacterial thylakoid membranes. *Biochim. Biophys. Acta* 1837 503–511. 10.1016/j.bbabio.2013.11.017 24316145

[B46] NowackS.OlsenM. T.SchaibleG. A.BecraftE. D.ShenG.KlapperI. (2015). The molecular dimension of microbial species: 2. *Synechococcus* strains representative of putative ecotypes inhabiting different depths in the Mushroom Spring microbial mat exhibit different adaptive and acclimative responses to light. *Front. Microbiol.* 6:626. 10.3389/fmicb.2015.00626 26175719PMC4484337

[B47] NürnbergD. J.MortonJ.SantabarbaraS.TelferA.JoliotP.AntonaruL. A. (2018). Photochemistry beyond the red limit in chlorophyll *f*–containing photosystems. *Science* 360 1210–1213. 10.1126/science.aar8313 29903971

[B48] OhkuboS.MiyashitaH. (2017). A niche for cyanobacteria producing chlorophyll *f* within a microbial mat. *ISME J.* 11 2368–2378. 10.1038/ismej.2017.98 28622287PMC5607378

[B49] OlsenM.NowackS.WoodJ.BecraftE.LabuttiK.LipzenA. (2015). The molecular dimension of microbial species: 3. Comparative genomics of *Synechococcus* strains with different light responses and in situ diel transcription patterns of associated putative ecotypes in the Mushroom Spring microbial mat. *Front. Microbiol.* 6:604. 10.3389/fmicb.2015.00604 26157428PMC4477158

[B50] PfannschmidtT.NilssonA.AllenJ. F. (1999). Photosynthetic control of chloroplast gene expression. *Nature* 397:625.

[B51] RippkaR.DeruellesJ.WaterburyJ. B.HerdmanM.StanierR. Y. (1979). Generic assignments, strain histories and properties of pure cultures of cyanobacteria. *Microbiology* 111 1–61. 10.1099/00221287-111-1-1

[B52] RockwellN. C.SuY.-S.LagariasJ. C. (2006). Phytochrome structure and signaling mechanisms. *Annu. Rev. Plant Biol.* 57 837–858. 10.1146/annurev.arplant.56.032604.144208 16669784PMC2664748

[B53] SchliepM.CrossettB.WillowsR. D.ChenM. (2010). 18O labeling of chlorophyll *d* in *Acaryochloris marina* reveals that chlorophyll *a* and molecular oxygen are precursors. *J. Biol. Chem.* 285 28450–28456. 10.1074/jbc.M110.146753 20610399PMC2937870

[B54] ShenG.CanniffeD. P.HoM.-Y.KurashovV.van der EstA.GolbeckJ. H. (2019). Characterization of chlorophyll *f* synthase heterologously produced in *Synechococcus* sp. PCC 7002. *Photosyn. Res.* 10.1007/s11120-018-00610-9 30607859

[B55] SmytheC. V. (1936). The reaction of iodoacetate and of iodoacetamide with various sulfhydryl groups, with urease, and with yeast preparations. *J. Biol. Chem.* 114 601–612.

[B56] SutterM.WilsonA.LeverenzR. L.Lopez-IgualR.ThurotteA.SalmeenA. E. (2013). Crystral structure of the FRP and identification of the active site for modulation of OCP-mediated photoprotection in cyanobacteria. *Proc. Natl. Acad. Sci. U.S.A.* 110 10022–10027. 10.1073/pnas.1303673110 23716688PMC3683793

[B57] TrampeE.KühlM. (2016). Chlorophyll *f* distribution and dynamics in cyanobacterial beachrock biofilms. *J. Phycol.* 52 990–996. 10.1111/jpy.12450 27439961

[B58] YonedaA.WittmannB. J.KingJ. D.BlankenshipR. E.DantasG. (2016). Transcriptomic analysis illuminates genes involved in chlorophyll synthesis after nitrogen starvation in *Acaryochloris* sp. *CCMEE* 5410. *Photosynth. Res.* 129 171–182. 10.1007/s11120-016-0279-1 27276888

[B59] ZhaoC.GanF.ShenG.BryantD. A. (2015). RfpA, RfpB, and RfpC are the master control elements of Far-Red Light Photoacclimation (FaRLiP). *Front. Microbiol.* 6:1303. 10.3389/fmicb.2015.01303 26635768PMC4658448

# Supplementary material for: Global Transcriptional Profiling of the Cyanobacterium Chlorogloeopsis fritschii PCC 9212 in Far-Red Light: Insights Into the Regulation of Chlorophyll d Synthesis
**Source:** Front Microbiol. 2019 Mar 13;10:465. doi: 10.3389/fmicb.2019.00465
**Supplement:** Supplementary file 1

**Table S1.** Summary statistics for sequences obtained from RNA sequencing analysis of the indicated samples from cells grown in a medium containing erythromycin or in the absence of erythromycin in WL and FRL

| **Sample**^1^ | **Total reads** | **Mapped reads (excluding rRNA)** | **Percent rRNA (%)** | **Uniquely mapped reads**  **(excluding rRNA)** | **Unique reads (%)** |
| --- | --- | --- | --- | --- | --- |
| **Experiment One** | | | | | |
| **WT WL** | 7,494,625 | 7,273,410 | 3.0% | 7,215,800 | 99.2% |
| ***rfpA* WL +Em** | 4,342,674 | 4,268,374 | 1.7% | 4,197,983 | 98.4% |
| ***rfpB* WL +Em** | 6,888,313 | 4,272,322 | 38.0% | 4,217,866 | 98.7% |
| ***rfpC* WL +Em** | 8,008,522 | 5,516,130 | 31.1% | 5,469,680 | 99.2% |
| **WT FRL** | 7,402,914 | 7,098,795 | 4.1% | 7,058,657 | 99.4% |
| ***rfpA* FRL +Em** | 7,312,573 | 7,200,422 | 1.5% | 7,173,890 | 99.6% |
| ***rfpB* FRL +Em** | 6,272,006 | 3,479,124 | 44.5% | 3,468,947 | 99.7% |
| ***rfpC* FRL +Em** | 6,489,711 | 4,894,832 | 24.6% | 4,832,598 | 98.7% |
| **Experiment Two** | | | | | |
| **WT WL** | 47,695,298 | 21,288,101 | 55.4% | 21,232,390 | 99.7% |
| **WT WL +Em^2^** | 22,857,425 | 10,442,045 | 54.3% | 10,283,518 | 98.5% |
| ***rfpB* WL** | 47,695,298 | 21,659,076 | 54.6% | 21,599,816 | 99.7% |
| ***rfpC* WL** | 25,440,939 | 12,055,979 | 52.6% | 12,022,941 | 99.7% |
| **WT FRL** | 47,072,319 | 19,298,837 | 59.0% | 19,234,148 | 99.7% |
| **WT FRL +Em^2^** | 56,112,279 | 26,614,820 | 52.6% | 26,449,937 | 99.4% |
| ***rfpB* FRL** | 51,214,300 | 21,415,732 | 58.2% | 21,341,872 | 99.7% |
| ***rfpC* FRL** | 57,350,699 | 24,355,052 | 57.5% | 24,275,994 | 99.7% |

^1^Abbreviations: WL, white light; FRL, far-red light; Em, erythromycin.

^2^WT *C. fritschii* 9212 was grown in the presence of a sublethal concentration of erythromycin (5 µg ml^–1^) in the indicated light condition as described in the Materials and Methods.

# Supplementary material for: Global Transcriptional Profiling of the Cyanobacterium Chlorogloeopsis fritschii PCC 9212 in Far-Red Light: Insights Into the Regulation of Chlorophyll d Synthesis
**Source:** Front Microbiol. 2019 Mar 13;10:465. doi: 10.3389/fmicb.2019.00465
**Supplement:** Supplementary file 6

Supplementary Material

**Global transcriptional profiling of the cyanobacterium
Chlorogloeopsis fritschii PCC 9212 in far-red light:
insights into the regulation of chlorophyll *d* synthesis**

Ming-Yang Ho^{1,2,†} and Donald A. Bryant^{1,2,3*}

Supplementary Tables S1 to S5

**Table S1.**	Summary statistics for sequences obtained from RNA sequencing analysis of the indicated samples from cells grown in a medium containing erythromycin or in the absence of erythromycin in WL and FRL.
**Table S2**	Normalized transcript level of all genes in <i>C. fritschii</i> 9212 (WT without addition of erythromycin and <i>rfpA</i> , <i>rfpB</i> , and <i>rfpC</i> mutants supplemented with erythromycin) grown in WL or in FRL for 48 h.
**Table S3**	Normalized transcript level of all genes in <i>C. fritschii</i> 9212 (WT with and without addition of erythromycin and <i>rfpB</i> and <i>rfpC</i> mutants without addition of erythromycin) grown in WL or in FRL for 48 h. See Fig. S1 for the details concerning experimental design.
**Table S4**	Comparison of normalized transcript levels of genes related to photosynthesis in <i>C. fritschii</i> PCC 9212 (WT, and <i>rfpB</i> and <i>rfpC</i> mutants) grown in WL or FRL for 48 h. N/A stands for not available. This occurs when the denominator (the read count for a particular gene in WL) is zero. <i>p</i> -values were deleted for clarity.
**Table S5**	Comparison of normalized transcript levels of genes involved in metabolisms other than photosynthesis in <i>C. fritschii</i> PCC 9212 (WT, and <i>rfpB</i> and <i>rfpC</i> mutants) grown in WL or FRL for 48 h. N/A stands for not available. This occurs when the denominator (the read count for a particular gene in WL) is zero. <i>p</i> -values were deleted for clarity. Genes belonging to more than one category are indicated by *, #, and \$, respectively.

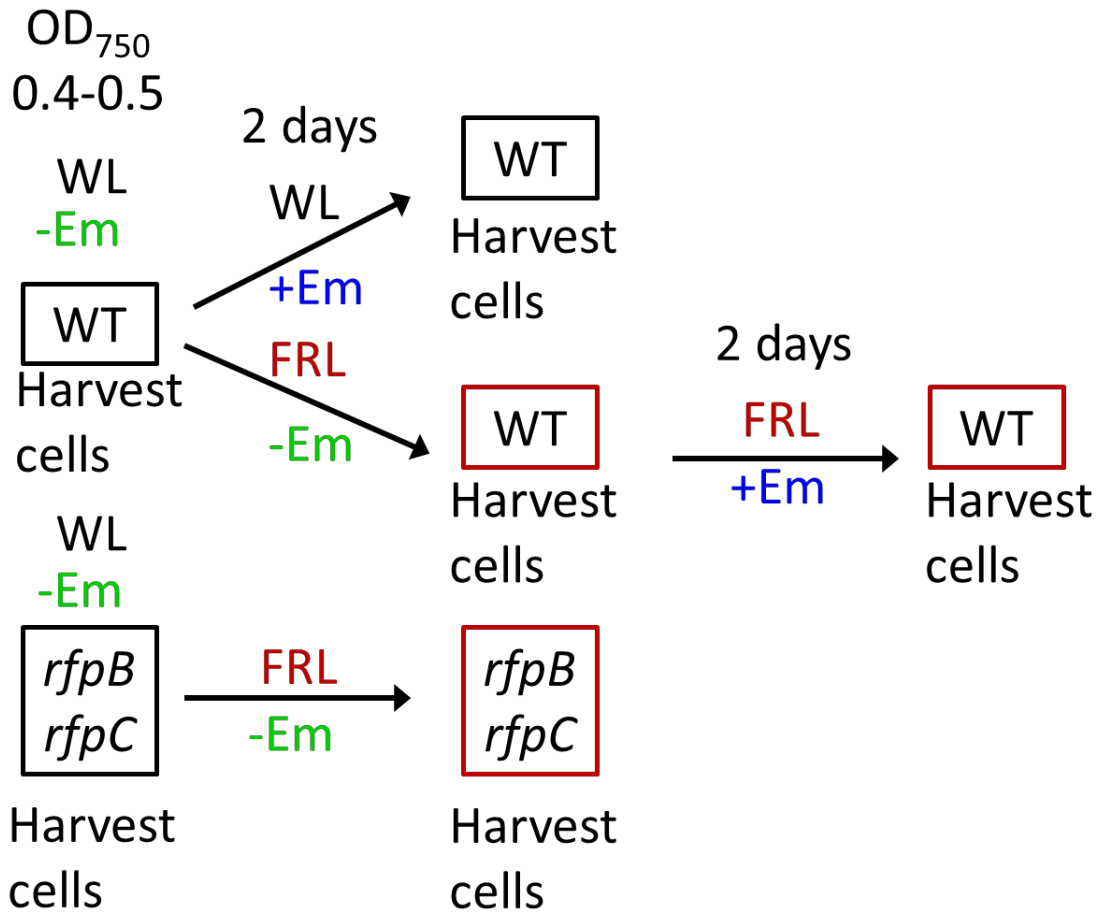

Figure S1. Scheme showing the experimental design of the second transcription profiling experiment. *C. fritschii* 9212 wild type (WT) and *rfpB* and *rfpC* mutants (*rfpB* and *rfpC*) were grown in WL without erythromycin (-Em) until the optical density at 750 (OD₇₅₀) reached 0.4-0.5. Cells were harvested and treated as indicated for two days. (WL: white light; FRL; far-red light; +Em: addition of 5 µg ml⁻¹ of erythromycin in the medium). After two days, some cells were harvested, and erythromycin (5 µg ml⁻¹) was added to WT cells cultured in FRL. The WT cells were grown in FRL for two more days before the cells were harvested.

Figure S2. Scatter plot showing a comparison of relative transcript abundances in cells of the *rfpA* and *rfpC* mutants and WT strains of *C. fritschii* 9212 grown in WL. The X- and Y-axes represent normalized transcript abundances in **a** the *rfpA* mutant and the WT grown in WL and **b** the *rfpC* mutant and the WT grown in WL, respectively. Each gray dot represents one gene. Genes of interest, including genes in FaRLiP gene cluster (red oval) and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue. The paired gray diagonals indicate the thresholds for a two-fold increase and a 50% reduction in relative transcript abundance, respectively.

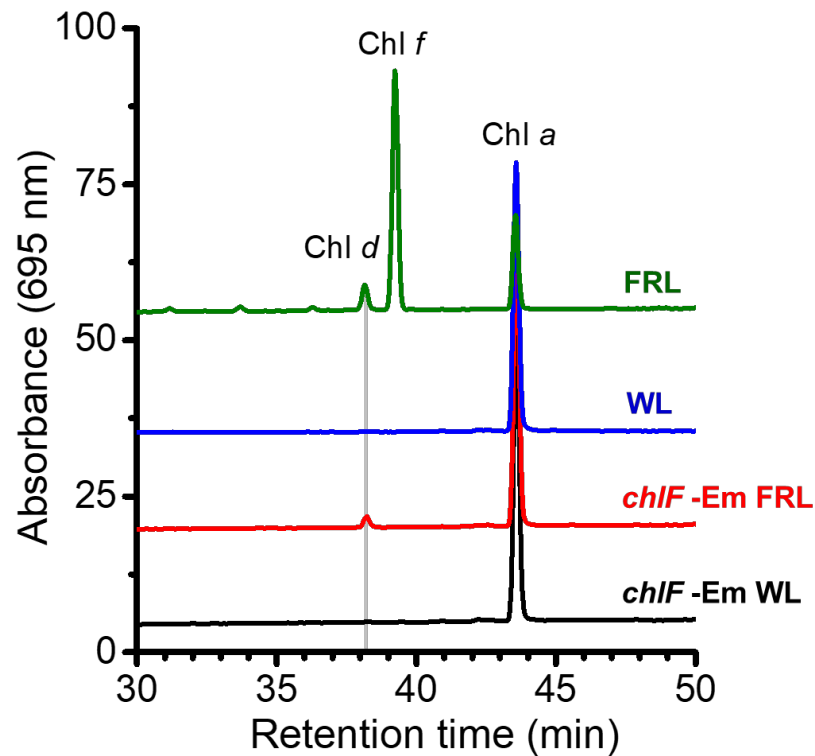

Figure S3. RP-HPLC elution profiles of pigments extracted from the *chlF* mutant in *C. fritschii* 9212 showing Chl *d* synthesis is independent to Chl *f* synthesis. Pigment extract from *C. fritschii* 9212 WT cells grown in WL (WL) or from cells acclimated for more than one month in FRL (FRL) were used as standards for Chl *a*, Chl *d*, and Chl *f*. Cells of the *chlF* mutant of *C. fritschii* 9212 were cultured without erythromycin in WL (*chlF* -Em WL) and FRL (*chlF* -Em FRL), and pigments were extracted and separated through reversed-phase HPLC. Please see Ho et al. (2016) for a more detailed characterization of the *chlF* mutant.

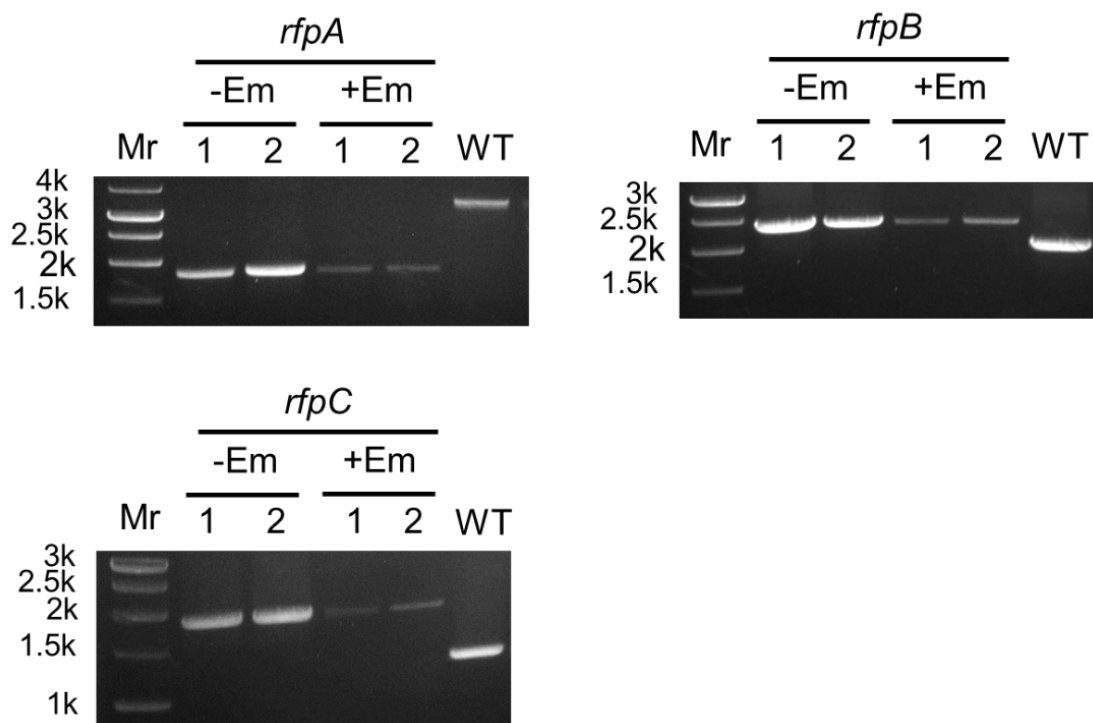

Figure S4. Polymerase chain reaction (PCR) results to validate the absence of WT cells of *C. fritschii* 9212 in cultures grown without erythromycin. PCR analyses were performed for aliquots of cells derived from cultures used for pigmentation analysis of the *rfpA*, *rfpB*, and *rfpC* mutants (see **Fig. 5b**) by using the gene-specific PCR primers described in Zhao et al. (2015). Mutants cultured with or without erythromycin are indicated as (+Em) and (-Em). *C. fritschii* PCC 9212 WT cells were used as negative controls for PCR. Mr represents DNA ladder, and the sizes of fragments are labeled on the left of each image. For each mutant, the amplicons for the *rfpA*, *rfpB*, and *rfpC* genes confirm that the -Em or +Em cultures were not contaminated with WT cells. Lanes 1 and 2 for each condition show amplicons derived from two independent cultures.

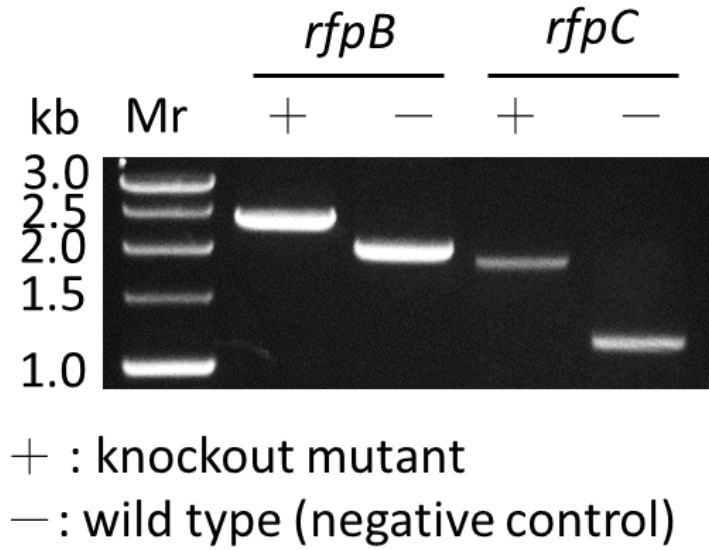

Figure S6. PCR results to validate the absence of WT cells of *C. fritschii* 9212 in cultures grown without erythromycin. PCR analyses were performed upon aliquots of cells derived from cultures used for transcriptomic analysis of the *rfpB* and *rfpC* mutants (see **Figs. 7, 8, and S8**) by using the gene-specific PCR primers described in Zhao et al. (2015). *C. fritschii* 9212 WT cells were used as negative controls for PCR. Mr represents DNA ladder, and the sizes of fragments are labeled on the left of the image. For each mutant, the amplicons for the *rfpB*, and *rfpC* genes confirm that the cultures were not contaminated with WT cells.

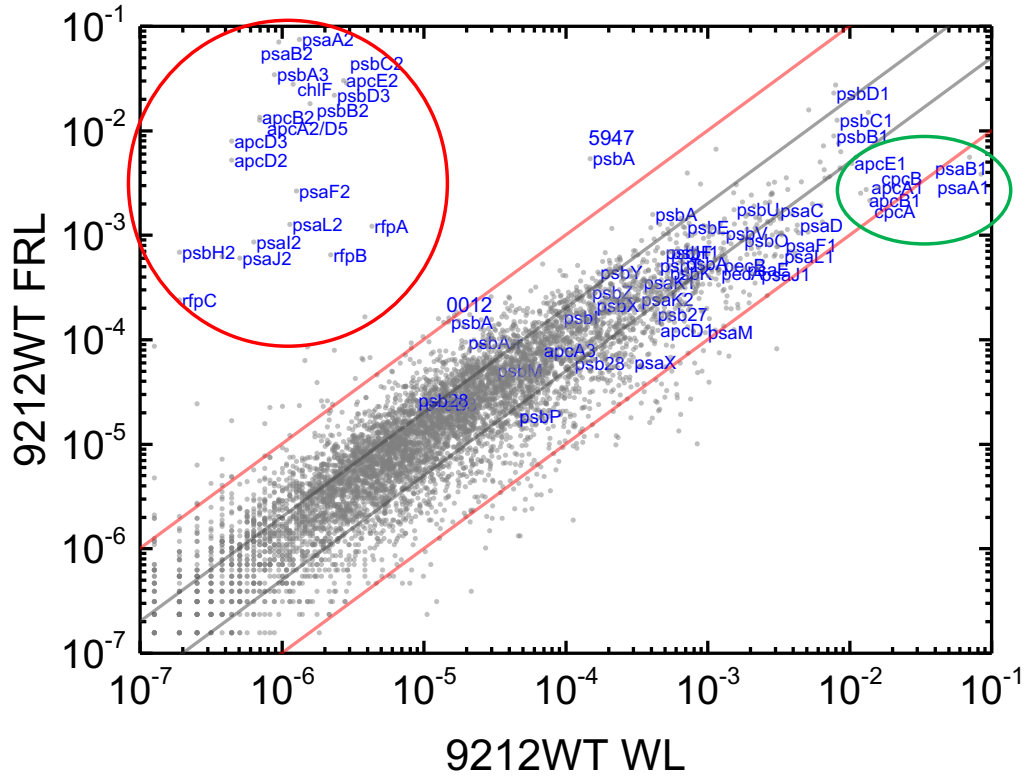

Figure S7. Scatter plot showing a comparison of relative transcript abundances for *C. fritschii* PCC 9212 cells grown in FRL and WL. This is a second set of transcriptomic results performed with *rfpB* and *rfpC* without erythromycin. The conditions of *C. fritschii* 9212 WT cells are identical as described in **Fig. 2**. Two *psbA* genes (UYEDRAFT_00012 and UYEDRAFT_05947) are labeled as 0012 and 5947, respectively. The paired gray and red diagonals indicate the thresholds for a two-fold and ten-fold increase and a 50% and 10% reduction in relative transcript abundance, respectively. The red oval indicates the genes of the FaRLiP gene cluster, and the green oval indicates selected PSI and PBS genes whose products occur in the photosynthetic apparatus produced in WL.

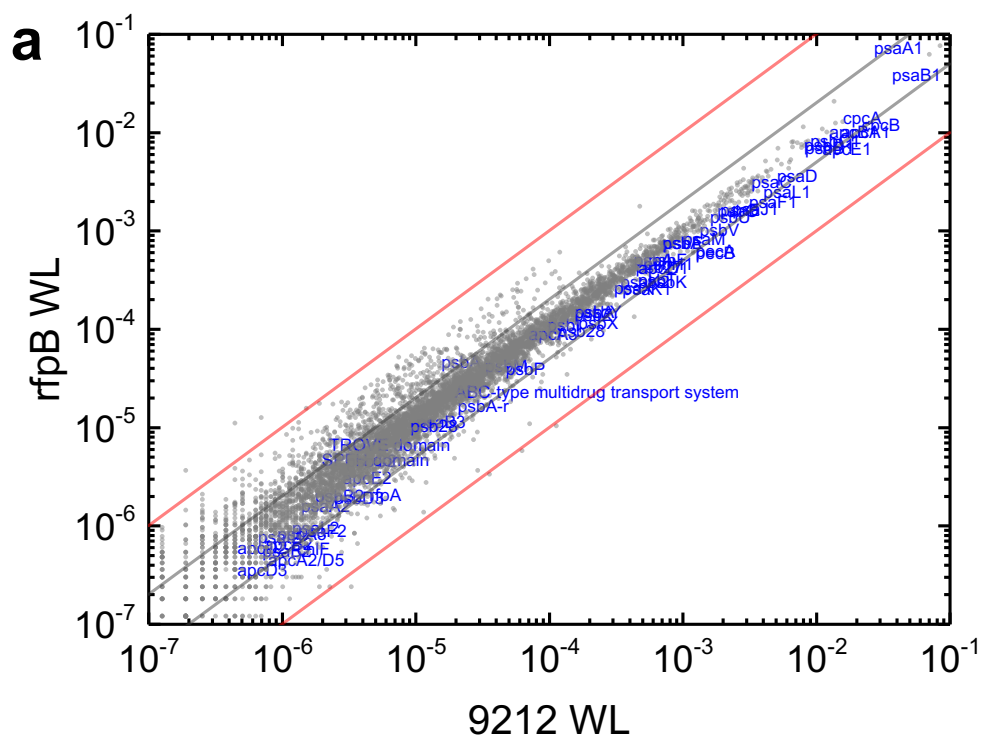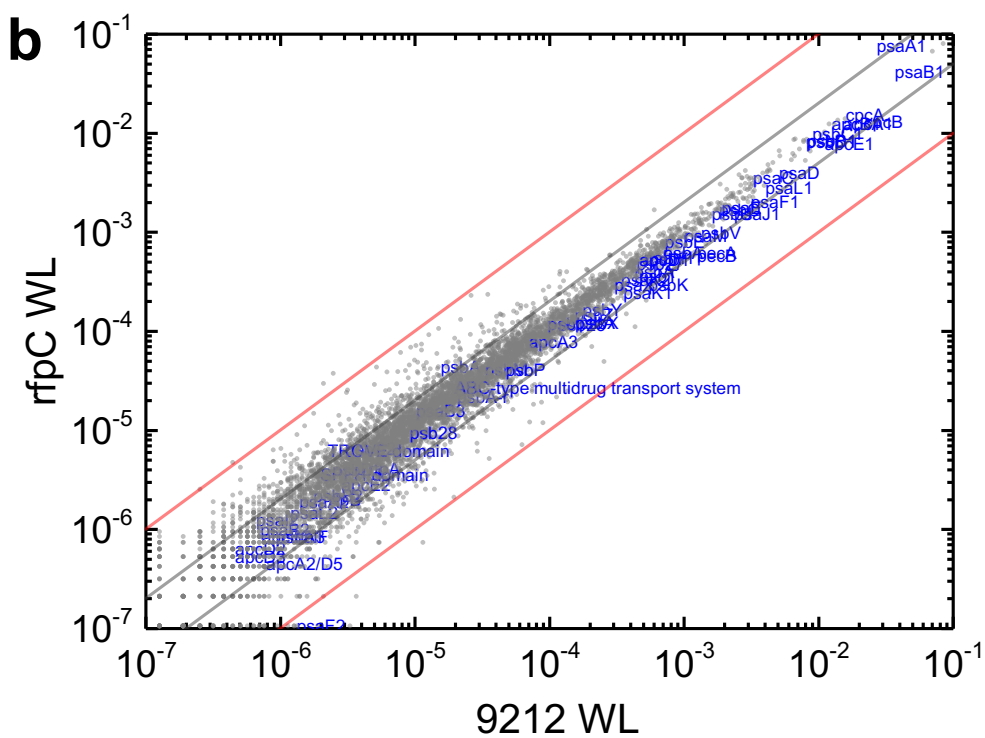

Figure S8. Scatter plots comparing relative transcript abundances in cells of the WT and *rfpB* and *rfpC* mutants of *C. fritschii* 9212 grown in WL. The X- and Y-axes represent normalized transcript abundances in the WT and **a** *rfpB* mutant or **b** *rfpC* mutant grown in WL, respectively. Each gray dot represents one gene. Genes of interest, including genes in FaRLiP gene cluster and genes encoding PSI, PSII, and PBP/PBS subunits are labeled in blue. The paired gray and red diagonals indicate the thresholds for a two-fold and ten-fold increase and a 50% and 10% reduction in relative transcript abundance, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

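The data are 16 RNA-seq libraries of *Chlorogloeopsis fritschii*, each from 3 pooled cultures. The first set has 8 libraries, WT without Em and the rfpA, rfpB and rfpC mutants with 20 μg of Em per ml, in WL and after 48 h in FRL. The second set has 8 more, WT with and without 5 μg of Em per ml and the rfpB and rfpC mutants without Em, again in WL and FRL. Em was added to WT for a further 48 h, so the FRL library with Em had 96 h in FRL. The authors mapped the reads with BWA (version and further settings not given in the sources used here), allowed up to 4 mismatches, removed reads from ribosomal and tRNA regions and reads without a unique position, and counted the reads overlapping each open reading frame by at least 1 nt. The deposited values of the second set are raw read counts per gene. As deposited, the first set holds whole-number counts as well, except that no locus stands at 0, and wherever a row that could be read of the authors' table of counts has a 0 the file has a 1. Of 6741 rows in that table and in its counterpart for the second set, 1306 and 1999 could be read, and apart from these zeros no row read differed from the files by more than 1 count or 0.1%, whichever is larger.

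Each library has 6788 loci. Left out were 17 without a row in the part of the authors' table that could be read, which leaves 6771. They held 1.75 to 59.9% of all counts in the first set and 7.76 to 22.6% in the second, nearly all of it in UYEDRAFT_00005 and UYEDRAFT_00006. A further 30 loci that the table lacks could not be identified and were kept. Gene symbols come from the paper, because 0 locus tags appear in the RefSeq table. Relative abundance is the count over the protein-coding total of the library, with a median of 2462795.5 counts in the first set and 14397472 in the second. The paper does not print these totals. Each was inferred as the median of count over printed relative abundance, across the rows that could be read. Ratios of 2 libraries have Clopper-Pearson 95% intervals. A count of 0 (or of 1 in the first set, which can stand for 0) was set to 3 to give a bound. Other low counts were left as they are, and a pseudocount of 0.5 was added where log2 ratios of pairs were correlated. In counts over all genes past 2-fold or 10-fold, a gene at 0 in the library divided by has no ratio and was set aside. A gene at 0 in the other library alone was counted as lower.

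Tests were run in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) on genes with at least 10 counts in 2 or more libraries, with those totals as library sizes and no further factor. p values were adjusted by Benjamini-Hochberg, at a threshold of 0.05. FRL was compared with WL over 6424 genes in 14 libraries. The paper says that cultures were sampled in WL before they were moved to FRL, and this gives the 7 pairs used as blocks. For WT of the second set it describes 2 triplicate sets of cultures, of which 1 was moved to FRL. Which of them gave the WL library is not said, so that pair is assumed. The WL and FRL libraries of WT deviated together between the sets at a correlation of 0.22 over 4979 genes. Other differences between the sets can give this as well, so it does not test the pairing. The model had separate light effects for WT, for rfpB and rfpC with and without Em, and for rfpA, and the interaction is the WT effect minus that of rfpB and rfpC without Em. WT with Em in WL and in FRL comes from separate cultures and was not paired. Each had Em added to cultures already sampled, a pairing with the libraries without Em that the test of Em does not use. For WL this pairing is open for the same reason. Strains and Em treatments were compared over 6486 genes in all 16 libraries with 1 mean per group, so that a group of 1 library is assumed to vary like the mutant groups. rfpA in FRL against WL and Em in each light stand on 1 library per side and were given as ratios without a test.

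Gene lists are the section headings of the authors' tables of selected genes, with members of the FaRLiP cluster set apart. Of 34 lists, 30 had at least 5 tested members and were tested with camera (correlation preset to 0.01 and also estimated) and fry from limma 3.58.1, with adjustment over the lists. Every p printed for a list or an interaction is an adjusted one, also where only p is written. A list drawn from words in the annotation was planned but not tested, since 2283 loci have an annotation. Genes named are those the paper names, the 20 FaRLiP genes, the 10 highest and 10 lowest called genes of each comparison with a mean of at least 100 counts, one direction throughout and a known product, and up to 4 called members of each list with the largest changes. The values in the paper's tables had been seen when this rule was written. Genes outside it, chosen after their values were seen, include UYEDRAFT_01173, UYEDRAFT_01155, UYEDRAFT_02009 and UYEDRAFT_02424 to UYEDRAFT_02426. The psbA gene UYEDRAFT_06591 and the RNA polymerase subunit genes that were not called belong to groups the paper names without these loci.

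The alternatives were TMM scaling, DESeq2 1.42.0 size factors, totals without the 20 FaRLiP genes, no filter, the DESeq2 Wald test, the libraries of the comparison alone, no block, a minimum change of 2-fold, and each library or pair left out. These and the tests were chosen before the data were examined. Setting the counts of 1 in the first set to 0, and the cultures as a block for Em, were added afterwards. The pipeline was tested on simulated data with 200 changed genes, 50 for each size of change, and edgeR recovered 38% of 4-fold changes in the rfpB and rfpC mutants with Em and 84% for Em in WT. In each simulation all genes shared 1 spread, and the other genes differed between libraries by depth and counting alone. Recovery in the real data can therefore be lower. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.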

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

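Among the tests below, those of totals without the FaRLiP genes as an explanation and of library size were chosen after the results were seen, and those of paralogs and shared handling before.

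The interaction test between WT and the rfpB and rfpC mutants without Em called 5 genes outside the list of 20, 1 of which, UYEDRAFT_01173, by its number lies within the cluster, between psbH2 and psaF2. nblA1 differed by log2 3.93 and UYEDRAFT_01173 by 9.45 (SE 0.97, edgeR adjusted p 0.00135), with WT higher. psaA1 differed by log2 −4.15, psaB1 by −3.35 and cpcG4 by −3.34, with WT lower. UYEDRAFT_01173 also passed under TMM scaling and with either WT pair or either mutant left out, while nblA1, psaA1, psaB1 and cpcG4 lost the call under TMM scaling, without the first WT pair and without either mutant.

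WL-type phycobilisome and PSI genes were lower in WT than in the mutants in FRL, where the FaRLiP genes take a large part of WT counts. With totals that omit those genes the median log2 difference was 0.02 for the phycobilisome list and −0.01 for PSI. The median over all genes was then log2 0.36 against rfpB and 0.32 against rfpC, so both lists still lay below it. Whether the share taken by the FaRLiP genes accounts for all of the lower level of the lists was therefore not settled. For psaA1, psaB1, apcD1 and cpcG4 the median moved from −2.66 to −2.02 and stayed low. These 4 were picked for their low values, and no biological explanation was tested for them.

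The psbA gene UYEDRAFT_01193 is a signal the paper does not analyse: it held 17.1% of WT counts in WL with Em, 416-fold its level without Em. Reads misplaced among all psbA genes are unlikely as the cause, because UYEDRAFT_05947 had a ratio of 1.06. UYEDRAFT_06591, at 1.77% of counts and 26.3-fold, and UYEDRAFT_00012, at 19.07-fold, could still hold some misplaced reads. A difference in library size is argued against by the totals, at a ratio of 0.509 with Em to without, where the counts of the gene before scaling rose 212-fold. Em itself is the biological explanation that the design gives, and with 1 library per treatment in WL, taken 48 h later with Em, it was not separated from culture or time.

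WT in WL differed between the sets in more genes than WT in FRL. UYEDRAFT_00005 and UYEDRAFT_00006 hold few counts in the WL libraries of WT (1.71%) and rfpA (2.15%) of the first set, which could point to handling shared by those 2 libraries. The differences of WT from its second library and of rfpA from rfpB and rfpC correlated at −0.21 over 4674 genes. This argues against handling that shifts the same genes in both, though the rfpA difference also carries that of strain. A correlation across genes cannot see an offset of whole libraries. TMM factors were 1.302 and 1.342 for these WT and rfpA libraries, and 1.189 and 0.951 for rfpB and rfpC in WL of that set. Culture density at sampling, an offset in scaling between the 2 WL libraries (TMM factors 1.302 and 0.774) and other differences between the sets were not tested.

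Ribosomal protein genes of WT had a median log2 ratio with Em of −1.04 in WL and 2.96 in FRL. This difference between light qualities rests on 1 library for each condition, with Em taken 48 h later than without, and was not tested.

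Other signals in data the paper did not analyse are the peroxiredoxin gene UYEDRAFT_02009, with 2.41% of WT counts in WL with Em, and the neighbours UYEDRAFT_02424 to UYEDRAFT_02426. Counts of these 3 loci, which the protein-coding totals do not include, equalled 10.04% of the total in rfpA, 7.54% in rfpB and 6.93% in rfpC in WL with Em, 24.9%, 29.5% and 15.2% in FRL with Em, and 1.93% and 2.39% in WT in WL and FRL with Em. Without Em they were at most 0.2201%, in rfpB in FRL. UYEDRAFT_01155, for a response regulator, was higher by log2 9.14 in WT than in the mutants in FRL (SE 0.68, edgeR adjusted p 0.000104).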

How the results depend on the processing

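Counts of 1 set to 0 in the first set, and the cultures as a block for Em, were chosen after the data were seen. Of 236 alternatives to the results that answer a comparison 191 stayed within 1.5 times or within the spread, and of 1552 for single genes 1349 kept direction and call, 133 lost the call and 55 gained one. The FaRLiP rise in WT stayed at 20 of 20 genes throughout, and the FRL against WL counts of WT ran from 613 to 958 over scalings, filter, block and the counts of 1. For the values that follow the cause was not tested, apart from fewer libraries where some were left out. The spread of a lone library is then that of the other groups. A call lost with 1 mutant left out therefore does not by itself show that rfpB and rfpC differ. Depth limits FaRLiP genes in WL and in the mutants, with a few counts each.

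For FRL against WL in WT (709 genes) the DESeq2 Wald test gave 1093, the 4 libraries alone 320, and leaving out the first or second pair 1176 or 1493. UYEDRAFT_02864 (log2 0.01) then fell by 1.52 or rose by 1.56. For rfpB and rfpC without Em (1438) their libraries alone gave 3850, without rfpB 209 and without rfpC 224, and with Em (736) 1155, 10 and 0 (1015 below an unadjusted p of 0.05 in edgeR). The interaction (20) rose to 72 with the Wald test and 1190 without the second WT pair, and was 16 without rfpB. For the mutants with Em against WT (377) the Wald test gave 613 and their libraries alone 129, for those without Em (0 in edgeR, 531 unadjusted) 49 and 137. WT against the mutants in FRL (45) gave 74 with TMM, 108 with totals omitting FaRLiP genes, 94 with the Wald test, 530 with its libraries alone, 26 without rfpB and 23 without rfpC. Em in WT (3350) gave 0 from its libraries alone (1662 unadjusted) and 2033 without WL.

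Of the FaRLiP genes called in rfpB and rfpC without Em (8), 5 passed with DESeq2 size factors, 2 without rfpB and 0 without rfpC. With Em (0 in edgeR) the Wald test, the libraries alone and counts of 1 set to 0 called 1 each. Between mutants with Em and WT (0 in edgeR) TMM, size factors, the Wald test and leaving out rfpC called 1 each. For Em in WT (8) 0 were called from the 4 libraries alone or without FRL. Lists past camera with an estimated correlation numbered 1 in WT (12 with the preset), 0 in the mutants (15), 1 for the interaction (7), 0 for the mutants with Em (6, and 2 under TMM) and 0 for Em (13). By fry 16 lists passed in WT, 12 in the mutants, 3 for the interaction, 11 for the mutants with Em and 16 for Em. With the preset correlation, leaving out the first WT pair gave more lower lists in WT and fewer higher ones for the interaction. Leaving out the second did the opposite in both. Correlations of WT with rfpB and rfpC responses outside the cluster rose to 0.838 and 0.848 over genes with at least 10 counts in every library, and the summed rfpA ratio to 21.7 under TMM.

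Without the pairs as a block 848 genes were called in WT, 1393 and 800 in the mutants without and with Em, and 30 for the interaction, 20 of them shared with the blocked test. The calls of psaB3 (0.240) and UYEDRAFT_00012 (0.114) in WT were lost, as were psaB3 (0.188) and HCP1 (0.118) in the mutants, and psbD1 (0.0292) and UYEDRAFT_00237 (0.0351) gained, as were interactions of apcB1 (0.0304) and cpcA (0.0273). The block changed no other call of a named gene. For Em in WT, where the main test has no block, the cultures as a block (the 4 WT libraries of the second set taken as 1) gave 2580 genes, 2541 of them shared with the 3350, and 9 FaRLiP genes.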

Differences from the paper's values

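For the phycobilisome genes outside the FaRLiP cluster, the largest fold of a mutant over WT in FRL is the paper's 10 and 5.61 here (cpcA against rfpC). The 2 alternatives set before the data were examined that were run for this value did not remove the difference, with 4.54 under TMM scaling and 3.62 with totals without the FaRLiP genes.

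For UYEDRAFT_05927 (clpS) the FRL to WL ratio of WT in the second set is the paper's 1.22965 and 0.624 here. TMM scaling gave 0.579, which differs as well, and with totals without the FaRLiP genes the ratio of 0.966 lay within 1.5 times the paper's, the limit used here for a difference. The WT to rfpB ratio of this gene in FRL is the paper's 0.17503 and 0.635 here, and both of these alternatives also differ, at 0.758 and 0.983. All other ratios of the tables of selected genes lay within 1%: 560 of 561 for the WT response, 560 of 560 for rfpB, 558 of 558 for rfpC, 561 of 562 for WT over rfpB and 560 of 560 for WT over rfpC.

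The paper names UYEDRAFT_05690 as the most increased gene of each mutant with Em in WL. It ranked above UYEDRAFT_05692 in rfpC (13910-fold and 13738-fold), and below it in rfpA (10033-fold and 11951-fold) and rfpB (8020-fold and 15097-fold). By share of counts UYEDRAFT_05690 rose more than UYEDRAFT_05692 in each, to 6.89% against 1.85% in rfpA, 5.51% against 2.33% in rfpB and 9.55% against 2.12% in rfpC, the order that the paper gives.

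Of the 20 FaRLiP genes of WT in FRL with Em, 3 lay in the range of loss that the paper gives for the cluster. The median gene was 83.0% lower, and 19 of 20 were lower, after 96 h in FRL with Em against 48 h without. According to the paper, pecA and pecB did not fall in the mutants without Em. pecA was 48.1% and 47.7% lower than in WT in rfpB and rfpC, and pecB 50.0% and 51.1%, with no call by edgeR (adjusted p 0.791 and 0.736), so neither fall passed the test.

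The paper describes few genes past 10-fold between WL and FRL in the mutants without Em, where 340 were counted in rfpB and 250 in rfpC of 6771, or 254 and 207 among genes with at least 10 counts in one of the 2 libraries. It describes FaRLiP transcripts as similar in the 2 light qualities there. Of those above the floor 13 of 19 in rfpB and 13 of 17 in rfpC were over 2-fold higher in FRL, and edgeR called 8 of 20 higher, though their share of all counts stayed at or below 0.0128%.

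The 2 sets of WT samples are described as very similar in their trends. Outside the FaRLiP cluster their log2 ratios correlated at 0.503, and 79.1% of genes past 2-fold in both had the same direction, which agrees for that part of the genes. All 20 FaRLiP genes, not part of these figures, were higher in FRL in both sets.

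Tetrapyrrole genes are described as mostly higher in WL in WT and in the mutants. In WT 21 of 31 were, which agrees, and 17 in rfpC, but 15 of 31 in rfpB. hemN is named among the exceptions with more transcript in FRL, and its WT ratio was 0.500 in the first set and 3.79 in the second.

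The paper gives one range of increase in the mutants over WT in FRL for 2 psbA genes. UYEDRAFT_05947, at 1.89-fold and 2.03-fold, lies near it, and UYEDRAFT_00012, at 7.04-fold and 11.9-fold, above it. These folds depend on scaling, since the FaRLiP genes took up 35.4% of WT counts in FRL. With totals that omit them the median log2 of WT over mutant for all genes moved from −0.27 to 0.36 for rfpB. For rfpC it moved from −0.31 to 0.32. Both psbA folds are smaller with those totals.

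Of 31 phytochrome and cyanobacteriochrome genes 19 were within 2-fold in WT, which fits the paper's statement that most were unchanged. In rfpB and rfpC 12 and 13 were, and 14 and 15 were over 2-fold higher. Both cyanophycinase genes are described as slightly lower in FRL, and UYEDRAFT_02864 was at 0.348 in the second set but 2.95 in the first.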

Other observations

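No test is reported here as an explanation, and the genes were picked from the tables after the results were seen. Genes higher in the mutants with Em than in WT in WL were compared with those of WT with Em. UYEDRAFT_04486, UYEDRAFT_04043, UYEDRAFT_02422 and UYEDRAFT_01135 were higher in both comparisons. The neighbours UYEDRAFT_05690, UYEDRAFT_05692 and UYEDRAFT_05693 were among the highest of the mutants, and in the WT mean over WL and FRL UYEDRAFT_05692 alone of the 3 passed, at log2 2.41, a call lost under TMM scaling (0.0544). In WL all 3 were higher in WT with Em, at 4.29-fold, 11.1-fold and 3.59-fold, and in FRL they were at 0.347, 2.61 and 2.04. Within the first set strain and Em cannot be separated. In WL without Em, in the second set, UYEDRAFT_05690 held 0.000324% of counts in rfpB and 0.000317% in rfpC, beside 0.000348% in WT. UYEDRAFT_05692 held 9.6e-05% and 8.44e-05% beside 8.85e-05%, and UYEDRAFT_05693 0.000168% and 0.000264% beside 0.000221%. Strain alone thus did not raise these genes in rfpB and rfpC there, and rfpA has no library without Em. Dose, strain and time with Em all differ between the comparisons. In the rfpB and rfpC mutants with Em the same transcripts were lower in FRL than in WL: UYEDRAFT_05693 fell by log2 4.85 (SE 0.68, edgeR adjusted p 0.00316), UYEDRAFT_04486 by 4.50 (SE 0.35, 0.000995) and UYEDRAFT_01135 by 5.08 (SE 0.48). Without rfpC none of these calls held (0.0830, 0.0741 and 0.0830), and without rfpB that of UYEDRAFT_01135 did not (0.0711).

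The type IV pilus gene pilB (UYEDRAFT_01953) fell in FRL in WT and in the rfpB and rfpC mutants without Em. In the mutants with Em in WL it was lower than in WT by log2 5.84 (SE 0.51, edgeR adjusted p 0.000266), the retraction gene pilT (UYEDRAFT_01954) by 4.50 (SE 0.45, 0.000552) and pilM (UYEDRAFT_01836) by 4.05 (SE 0.38, 0.000354). No list of pilus genes was tested. UYEDRAFT_00855, for a polyketide-type fatty acid synthase, was lower as well, by log2 5.16 (SE 1.11, 0.0249). Strain and Em cannot be separated in this comparison. In WT with Em a restriction endonuclease gene (UYEDRAFT_01766) rose by log2 8.59 (SE 0.40), and an ADP-ribosylglycohydrolase gene (UYEDRAFT_01515) by 6.93 (SE 0.47).

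In the rfpB and rfpC mutants with Em a clpP gene (UYEDRAFT_02971) rose by log2 6.73 in FRL (SE 0.72, edgeR adjusted p 0.00123), a call lost with either mutant left out. This was the largest rise among called genes with a mean of at least 100 counts, one direction and a known product. In WT UYEDRAFT_01155, next to psaA2, rose with the cluster by log2 9.22 (SE 0.67, 0.000155), though it had too few counts for the test when either WT pair was left out.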
